# Arsenic toxicity in the *Drosophila* brain at single cell resolution

**DOI:** 10.3389/ftox.2025.1636431

**Published:** 2025-07-10

**Authors:** Anurag Chaturvedi, Vijay Shankar, Bibhu Simkhada, Rachel A. Lyman, Patrick Freymuth, Elisabeth Howansky, Katelynne M. Collins, Trudy F. C. Mackay, Robert R. H. Anholt

**Keywords:** neurotoxicity, single cell RNA sequencing, behavioral genetics, sexual dimorphism, genetic networks

## Abstract

Arsenic is an ubiquitous environmental toxicant with harmful physiological effects, including neurotoxicity. Modulation of arsenic-induced gene expression in the brain cannot be readily studied in human subjects. However, *Drosophila* allows quantification of transcriptional responses to neurotoxins at single cell resolution across the entire brain in a single analysis. We exposed *Drosophila melanogaster* to a chronic dose of NaAsO_2_ that does not cause rapid lethality and measured survival and negative geotaxis as a proxy of sensorimotor integration. Females survive longer than males but show earlier physiological impairment in climbing ability. Single-nuclei RNA sequencing showed widespread sex-antagonistic transcriptional responses with modulation of gene expression in females biased toward neuronal cell populations and in males toward glial cells. However, differentially expressed genes implicate similar biological pathways. Evolutionary conservation of fundamental processes of the nervous system enabled us to translate arsenic-induced changes in transcript abundances from the *Drosophila* model to orthologous human neurogenetic networks.

## 1 Introduction

Arsenic is one of the most hazardous environmental toxicants, affecting over 140 million people globally, with computational estimates suggesting this number may exceed 200 million across more than 70 countries (Podgorski and Berg, 2020). Arsenic toxicity is linked to diverse adverse health outcomes (Kapaj et al., 2006; Jomova et al., 2011; Naujokas et al., 2013), including skin disorders (Kapaj et al., 2006; Naujokas et al., 2013), impaired vision (Freund et al., 2020), neurological damage (Zarazúa et al., 2010; Tyler and Allan, 2014; Anushree et al., 2023; Adebambo et al., 2025), endocrine disruption (Naujokas et al., 2013), respiratory illness (Ortiz et al., 2009; Naujokas et al., 2013; Nie et al., 2020), and gastrointestinal distress (Jomova et al., 2011). Biotransformation of arsenic into methylated derivatives leads to oxidative stress, which can result in genome instability and give rise to a variety of cancers (Muñiz Ortiz et al., 2011; Lee and Yu, 2016; Martinez and Lam, 2021). The accumulation of methylated derivatives also increases risk for cardiovascular disease (Kuo et al., 2021; Karachaliou et al., 2021). Arsenic metabolites can cross the placenta and the blood brain barrier to exert both prenatal and postnatal neurotoxic effects (Tolins et al., 2014; Prakash et al., 2016). These effects are accompanied by epigenetic modifications, which can persist trans-generationally (Rojas et al., 2015; Nohara et al., 2020; Ijomone et al., 2020).

Whereas most studies on model organisms use lethality as an endpoint, in human populations sublethal effects due to chronic exposure are more relevant yet poorly studied (Ganie et al., 2023; Yu et al., 2024). Here, we asked to what extent chronic exposure to arsenic that results in pre-lethal physiological impairments is accompanied by changes in gene expression in the central nervous system; whether such changes are restricted to few distinct neuronal populations or are widespread; whether they include both neuronal and glial cell populations; and whether arsenic-induced changes in transcript abundances are identical for males and females or sexually dimorphic.

*Drosophila melanogaster* is a powerful model for toxicogenomic studies (Rand, 2010; Rand et al., 2023), since the genetic background and exposure can be controlled precisely and transcriptional responses to neurotoxins can be quantified at single cell resolution across the entire brain in a single analysis. The translational potential of the *Drosophila* model for arsenic neurotoxicity is underscored by well-established effects of arsenic on mitochondrial function (Prakash et al., 2016; Rahman et al., 2021; Thakur et al., 2021) and oxidative stress-induced DNA damage (Lee and Yu, 2016; Rand et al., 2023), processes that are evolutionarily conserved across phyla. Whereas arsenic and its derivatives, especially meta-arsenite (NaAsO_2_), are recognized as potent neurotoxins (Tyler and Allan, 2014; Freund et al., 2020; Anushree et al., 2023; Adebambo et al., 2025), their effects on the modulation of gene expression across the human brain cannot be readily investigated. We subjected a standard laboratory strain of *D*. *melanogaster* to a chronic dose of NaAsO_2_ and measured lifespan and climbing ability. We then performed single-nuclei RNA sequencing on male and female brains (Figure 1). We found that the transcriptional response to arsenic neurotoxicity is characterized by widespread sex-specific and sex-antagonistic modulation of gene expression.

**FIGURE 1:**
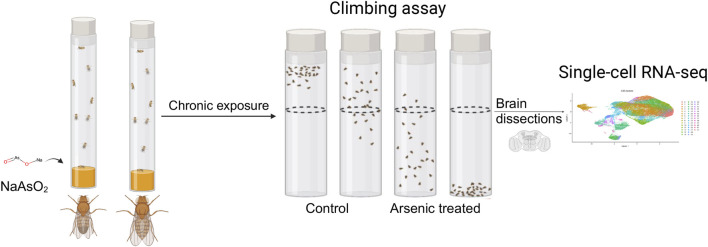
Diagram of the experimental design. Male and female flies aged between 3 and 5 days were exposed to 250 μM NaAsO_2_, followed by a climbing assay to assess locomotor activity. Single-nuclei RNA-seq analysis was then performed on dissected brains to identify molecular signatures linked to neurotoxicity.

## 2 Materials and methods

### 2.1 *Drosophila* stock

Canton S (B) flies (CSB) were reared on standard cornmeal-yeast-molasses-agar medium at 25°C under a 12:12 h light:dark cycle and 50% humidity. Five males and five females were placed in each vial to mate for 2 days before being cleared to prevent overcrowding. Progeny were collected after eclosion by brief exposure to CO_2_ anesthesia and aged for 3–5 days prior to experimentation.

### 2.2 Effective range determination

Sodium (meta) arsenite (NaAsO_2_) (CAS Number: 7784-46-5) was purchased from Sigma-Aldrich, and a range-finding assessment was conducted using CSB flies to determine the concentration of NaAsO_2_ that supported survival after 24 and 48 h of exposure for both sexes, following a modified version of a previously established protocol (Holsopple et al., 2023). Two weeks prior to exposure, controlled adult density vials were set up with five female and five male CSB flies per vial, and after 48 h, flies were transferred to fresh vials to promote egg-laying. Adults were removed 48 h later, and after 7 days, progeny were anesthetized using CO_2_ and sorted into groups of 15–20 same-sex flies. At three to 5 days post-eclosion, following a minimum 3-h recovery period from anesthesia, flies were food-deprived for 20 h in vials containing three pieces of 20 mm Whatman #1 filter paper (Cytiva Cat. #1001-020) wetted with 0.35 mL distilled water. Subsequently, flies were exposed for 24 and 48 h to 0, 100, 150, 200, 250, 300, 350, 400, 600, 800,1200 and 1600 µM NaAsO_2_ by transferring them to vials containing three pieces of 20 mm filter paper wetted with 0.35 mL of an exposure solution comprising NaAsO_2_,1.5% yeast, 4% sucrose, and distilled water, with four biological replicates of 15–20 individuals per sex/concentration. Survival was recorded for each replicate and averaged across all replicates, with standard errors calculated as $\sqrt{p\left(1-p\right)/N},$ where p is the pooled proportion surviving across replicates, and N is the total number of individuals assessed.

### 2.3 Climbing assay

Negative geotaxis was quantified using a climbing assay with a vertically oriented Benzer’s counter-current apparatus on 3–5-day old flies. Control flies were maintained on standard medium at 25°C under a 12:12 h light:dark cycle and 50% humidity without chemical exposure. Treated flies were maintained under the same conditions, but their medium was supplemented with 250 µM NaAsO_2_. Flies were grouped by sex and exposure day into sets of 20 individuals, and the climbing activity of both control and treatment groups (three replicates each for each sex) was recorded daily in the morning from 9 to 11 a.m. over six consecutive days. A new set of flies was used on each assay day. For each replicate, flies were collected without anesthesia and allowed to acclimate for 1–2 h. During the assay, flies were gently tapped to the bottom of the starting tube and given 15 s to climb into the distal tube. Flies reaching the distal tube were transferred to the next tube, and this process was repeated seven times. At the end of the assay, flies in all eight tubes were frozen, counted, and scored from 1 (indicating no successful crossings) to 8 (indicating successful crossings in all seven trials).

Climbing scores were analyzed using a mixed-effects ANOVA with the PROC MIXED procedure in SAS™ Studio v3.9. The full model used the Type III method to test significance and was defined as follows: Y = µ + treatment (T, fixed) + Sex (S, fixed) + Day (D, fixed) + TxS, TxD, SxD, TxSxD (all fixed) + rep(TxSxD) (random) + ε. In addition, a reduced ANOVA model Y = µ + T (fixed) + rep(T) (random) + ε was used to assess climbing performance by day and sex.

### 2.4 Lifespan assay

Lifespan assays were conducted on males and females separately by exposing them to either standard medium or medium supplemented with 250 µM NaAsO_2_. To prevent overcrowding, five males and five females were placed in each vial to mate for 2 days. Progeny were collected after eclosion, and lifespan was assessed by transferring them without anesthesia to new vials with fresh medium daily and recording deaths until all NaAsO_2_-treated flies had died. We measured 20 replicate vials per treatment, each containing 5 mL of culture medium and three same-sex flies. Survival was recorded as means across all replicates. The full model used the Type III method to test lifespan significance and was defined as follows: Y = µ + treatment (T, fixed) + Sex (S, fixed) + TxS (fixed) + rep(TxS) (random) + ε were analyzed using a mixed-effects ANOVA with the PROC MIXED procedure in SAS™ Studio v3.9.

### 2.5 Brain dissection and single nucleus RNA sequencing (snRNA-seq)

We anesthetized CSB flies on ice and dissected 10 brains per sex after 6 days of exposure to control medium or medium supplemented with 250 µM NaAsO_2_ in cold Dulbecco’s phosphate-buffered saline (PBS). Brains were flash frozen in a dry ice-ethanol bath, and stored at −80°C. We prepared the samples for snRNA-seq as described in the 10X Genomics Gene Expression (GEX) protocol (CGOOO338). 200 μL of chilled Lysis Buffer was added to each tube containing the brain samples and incubated on ice for 5 min. The brains were mechanically dissociated through stepwise trituration with a P200 micropipette (5 times), a 23G needle (5 times), and a 27G needle (5 times). The dissociated samples were passed through a 30 μm MACS SmartStrainer (Miltenyi Biotec B.V. & Co. KG), followed by rinsing with 800 μL of lysis buffer, and collected into 5 mL tubes. Each sample was then passed through a 10 μm strainer (Celltrics, Görlitz, Germany), followed by rinsing with 1 mL PBS + 1% BSA, and collected into a new 5 mL tube. A 20 μL aliquot was removed for quantitative analysis, and the remaining sample was centrifuged at 500 rcf for 5 min at 4°C. After centrifugation, the supernatant was removed, and the pellet was resuspended in a chilled diluted nuclei buffer (Baker et al., 2021). Single nuclei were counted using a hemocytometer with trypan blue exclusion and proceeded to GEM generation using the microfluidics Chromium Controller (10X Genomics, Pleasanton, CA). Libraries were prepared following the 10X Genomics v3.1 protocols. Fragment sizes were determined using Agilent Tapestation High Sensitivity D5000 for amplified cDNA (Agilent Technologies Inc., Santa Clara, CA) and High Sensitivity D1000 ScreenTape assay for libraries. Concentrations of amplified cDNA and final libraries were measured using a Qubit 1X dsDNA HS kit (Invitrogen, Waltham, MA) and cDNA amplification and indexing PCR were performed with 12 cycles each. Final libraries were sequenced on an Illumina NovaSeq6000 (Illumina Inc., San Diego, CA).

### 2.6 Sn-RNA-seq analysis

The mkfastq pipeline in Cell Ranger v3.1 (10X Genomics) was used to convert BCL files into demultiplexed FASTQ files, and the mkref pipeline indexed the *D. melanogaster* reference genome (release 6, GCA_000001215.4 from NCBI Genbank). Alignment was performed using the count pipeline in Cell Ranger v3.1 with the expected cell count set to 5,000. Raw expression counts were imported into Seurat v3.10 in R (Baker et al., 2021; Mokashi et al., 2021; Butler et al., 2018), normalized using the scTransform (Hafemeister and Satija, 2019) pipeline with regularized negative binomial regression, and integrated using the SCT method.

Cell clustering was performed using the Louvain algorithm (Blondel et al., 2008) with a resolution parameter 1 to optimize community formation. Resolution parameter was selected by iterating between 0.1 and 2.0 to identify stable plateaus that correspond to numbers of cell-type clusters. Dimensionality reduction was achieved using the RunUMAP and FindNeighbors functions with 10 dimensions. Thirty-five cell-type clusters were identified through unsupervised clustering (FindClusters), and annotation of the top 20 markers for each cell type was based on the most frequently occurring identity for cell types using expression scores from BGEE (Bastian et al., 2025). Only cell types with an expression score >90 were considered. Annotation of cell type was based on the most frequently occurring identity based on the top 20 marker genes. Clusters 0 and 13 were further subclustered at a resolution of 0.2 to identify the heterogeneous cell identities, resulting in 9 and 4 subclusters, respectively. The subclusters are denoted by appending the subcluster number to the cluster ID, separated by an underscore (“_”).

### 2.7 Analysis of NaAsO_2_-induced differential expression of genes and genetic networks in the fly brain

Pearson residuals from the scTransform (Hafemeister and Satija, 2019) pipeline were used for differential expression analysis. The MAST algorithm in the FindMarkers function was employed to calculate differential expression within clusters after merging clusters with the same identity, incorporating cellular detection rates as a covariate (Finak et al., 2015). *P*-values were adjusted for multiple-hypothesis testing using the Benjamini–Hochberg method (Benjamini and Hochberg, 1995) and adjusted *P*-values ≤ 0.05 were considered statistically significant.

Gene enrichment analyses were conducted using PAthway, Network, and Gene-set Enrichment Analysis (PANGEA) (Hu et al., 2023). The analysis incorporated GO hierarchy categories (GO Biological Processes, GO Molecular Function, GO Cellular Component) and pathway resources (KEGG) (Kanehisa et al., 2025) Pathway *D.mel*, PANTHER (Mi and Thomas, 2009) pathway *D.mel*, REACTOME (Grenter et al., 2024) pathway) to identify overrepresented functional categories.

These analyses were performed separately for upregulated and downregulated genes in each cluster and sex, with results further filtered using a Benjamini–Hochberg (Benjamini and Hochberg, 1995) adjusted *P*-value threshold of ≤ 0.05.

The scaled data generated from the sctransform pipeline (Hafemeister and Satija, 2019) for differentially expressed genes across all clusters in male and female samples were extracted to construct co-expression networks. Pairwise Spearman correlations were computed using these scaled datasets, and the resulting correlation networks were visualized with Cytoscape version 3.7.2 (Shannon et al., 2003). To create protein-protein interaction networks, gene IDs were converted to gene symbols using the FlyBase Consortium’s “Query-by-symbols/ID” tool. Interactions between gene products were then calculated by filtering for differentially expressed genes from the known physical interaction database from FlyBase (release v2024_v2) within Cytoscape (Shannon et al., 2003). In addition, genes that were connected to at least six differentially expressed genes were computationally recruited and included within the network. The network was subclustered using MCODE plugin and default parameters (Bader and Hogue, 2003). Smaller MCODE clusters with high degree of interconnectivity were merged. Human orthologs for *Drosophila* genes were identified using the *Drosophila* RNAi Screening Center Integrative Ortholog Prediction Tool (DIOPT) v9.0 (Hu et al., 2011). Multiple human orthologs for the same *Drosophila* gene were resolved by selecting the human gene with the highest DIOPT score. Functional characterization of the subclusters were accomplished using Gene Ontology enrichment analysis and over-representation tests. Only categories with Benjamini–Hochberg adjusted *P*-value ≤ 0.05 for the over-representation tests were considered.

To compare protein-protein interaction networks between *Drosophila* and humans, the *Drosophila* network was filtered for nodes with predicted human orthologs (DIOPT ≥ 3). String-DB v11.5 interaction database was filtered for these human orthologs as well as a combined interaction score threshold ≥500. The threshold for the combined interaction score was determined by constructing a histogram for distribution of the scores in the filtered network. The two networks were computationally compared using the DyNet plugin within Cytoscape (Goenwan et al., 2016). We used a Monte Carlo Permutation Procedure to assess the statistical significance of the observed connectivity within the network composed of the shared edges. Briefly, we generated a null distribution of network connectivity indices (average number of neighbors) from randomly sampled subnetworks from the score-filtered protein-protein interaction database, with the same number of genes as the observed network. *P*-value was calculated as the ratio between the rank of the observed connectivity index and the total number of permutations (N = 10,000). Construction of the null distribution using randomly sampled networks and calculation of the connectivity indices were performed using the *igraph* R package v1.4.2 in R.

## 3 Results

### 3.1 Chronic arsenic exposure reduces lifespan and climbing ability

We generated survival curves using a range of NaAsO_2_ concentrations and identified 250 µM as the highest concentration that showed no mortality after 24 h of exposure in the *w* ^1118^ Canton S (B) (CSB) laboratory strain (Figure 2). Prolonged exposure to this concentration resulted in 50% mortality by day 15 (Figure 3A; Supplementary Table 1) with significant effects of treatment (*P* < 0.0001) and sex × treatment (*P* < 0.0004) (Supplementary Table 2). To further assess the phenotypic effects of NaAsO_2_ exposure, we performed a climbing assay to quantify locomotor activity driven by negative geotaxis. We observed a sexually dimorphic physiological response to chronic NaAsO_2_ exposure, with females exhibiting a significant reduction in climbing ability as early as day 1, while males showed a decline in performance only after 6 days (Figure 3B; Supplementary Tables 2, 3). Thus, chronic exposure to concentrations of NaAsO_2_ below acute lethal levels can induce neurotoxicity that leads to adverse and sex-specific effects on survival and locomotor function.

**FIGURE 2:**
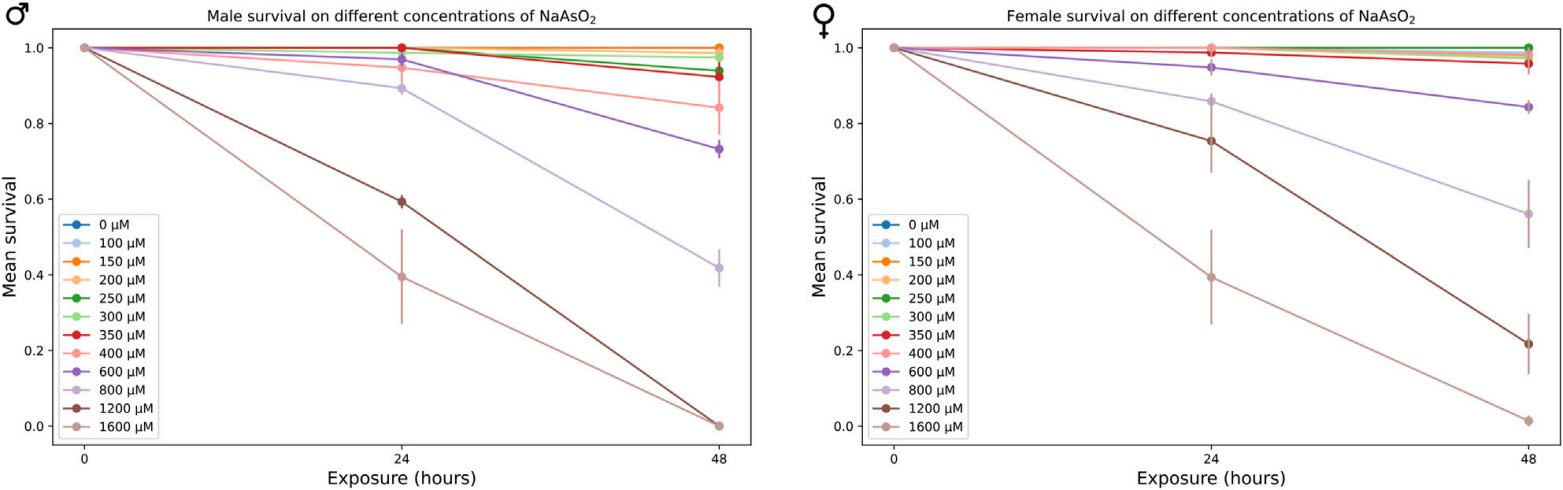
Mean survival of male and female CSB flies exposed to varying concentrations of NaAsO_2_, after 24 and 48 h.

**FIGURE 3:**
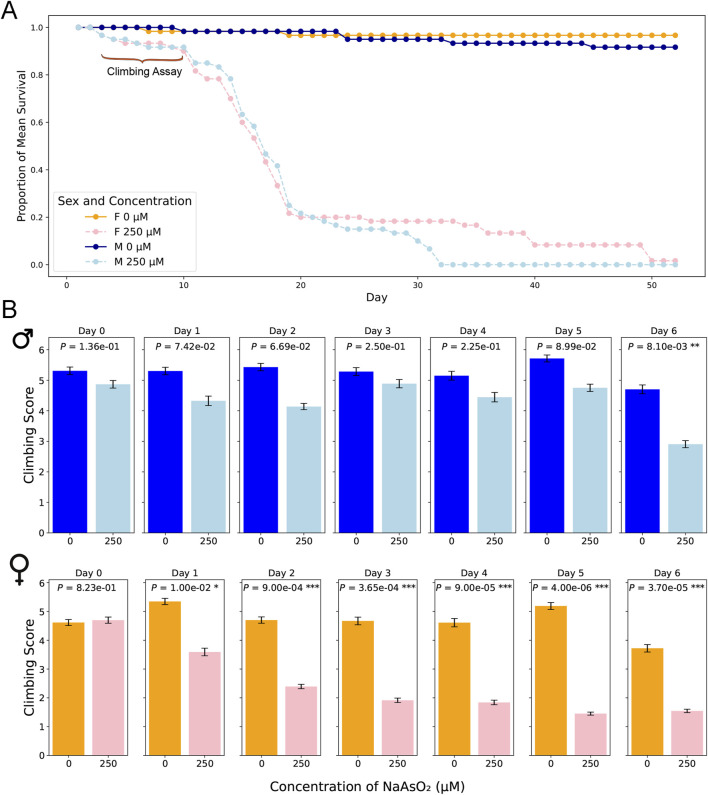
Lifespan and locomotion upon chronic NaAsO_2_, exposure. **(A)** The impact of NaAsO_2_ exposure on survival of male and female *D. melanogaster* exposed to control medium or medium supplemented with 250 μM NaAsO_2_. **(B)** The impact of NaAsO_2_ exposure on climbing ability.

### 3.2 Sexually antagonistic transcriptional responses to chronic NaAsO_2_ exposure in the *Drosophila* brain at single cell resolution

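Flies of the CSB laboratory strain were kept on medium with 250 µM NaAsO_2_ or on control medium, and on day 6 the brains of 10 flies were pooled for each library. Nuclei were captured in droplets, where every transcript molecule receives a unique molecular identifier (UMI), so that a count is a number of molecules and not of reads. There was 1 library for each sex and treatment and 4 in all, so no difference between libraries has a replicate check and no p-value is given. The authors aligned the reads to release 6 of the *D. melanogaster* genome with the Cell Ranger count pipeline and deposited, for each library, whole-number counts of UMIs per gene and nucleus without normalization. The female control library held 19188 nuclei and 53360256 UMIs, with a median of 2222 UMIs and 1042 genes per nucleus. The female NaAsO_2_ library held 25332 nuclei and 45357480 UMIs, with medians of 1374 UMIs and 763 genes. In males, the control library held 14895 nuclei and 33235404 UMIs, with medians of 1827 UMIs and 953 genes, and the NaAsO_2_ library held 10000 nuclei and 34292066 UMIs, with medians of 2665.5 UMIs and 1143 genes. Median UMIs per nucleus after exposure were thus 0.618 times the control value in females and 1.46 times in males. The lowest UMI total of a nucleus was 500 in 3 of the libraries and 1766 in the male NaAsO_2_ library. Mitochondrial and rRNA genes took between 0.127% and 0.284% of the UMIs of a library. The dosage compensation RNA *lncRNA:roX1*, which is made in males, stood at 16386 and 22102 CPM, the UMIs of a gene scaled to a common library total, in the male control and NaAsO_2_ libraries and at 93.9 and 115 CPM in the female ones, which fits the sex given for each.

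For each gene, UMIs were summed over the nuclei of a cell class in a library and divided by all UMIs of that class in that library, and the CPM after exposure was divided by the control CPM of the same sex to give a log2 ratio. Intervals beside CPM are exact Poisson 95% intervals, those beside log2 ratios are exact conditional binomial 95% intervals, and those beside shares are exact binomial 95% intervals. All 3 kinds cover counting error only, not differences between flies, dissections or libraries. Over the 7631 genes with at least 200 UMIs in each sex, the median log2 ratio in the whole library was 0.076 in females and -0.22 in males, so a gene that moved with the median gene is at these values and not at 0. Gene identifiers are those of the deposited files, with coordinates of release 6 counted from 1.

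**Figure D1:**
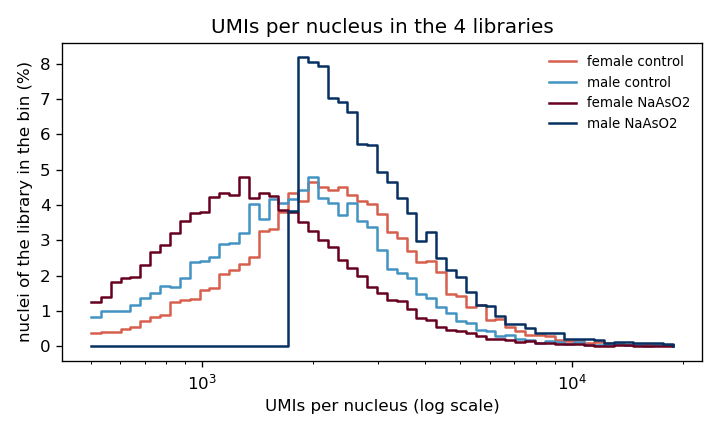
Distribution of UMIs per nucleus in the 4 libraries. The x axis gives UMIs per nucleus on a log scale (nuclei beyond its right end are not drawn), the y axis the percent of the library's nuclei in each bin, and each line is 1 library. The line of the male NaAsO_2_ library starts at 1766 UMIs, while the other 3 start at 500.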

We performed snRNA-seq analysis for pools of brains from CSB males and females collected after 6 days of exposure to 250 µM NaAsO_2_ and from control flies of the same age not exposed to NaAsO_2_. We profiled whole brain transcriptomes of 68,709 single nuclei (Supplementary Table 4) and identified 35 cell clusters representing 20 major neural and glial cell types, including those from the optic lobe, mushroom body, and blood-brain barrier (Figure 4; Supplementary Figure 1; Supplementary Table 5). 

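The deposited matrices held 69415 nuclei, 166245206 UMIs and 17772 genes. Louvain clustering of Pearson residuals, computed within each library, gave 28 clusters, and sub-clustering of large clusters without a name gave 72. A cluster was called like a cell type when its leading genes were among the markers of that type in Table S5, with the genes that the paper names as changed or shows in Figure 7 left out, and its broad glial markers did not go against the name. This gave names to 34435 nuclei (49.6%) in 20 classes, of which the largest were Kenyon cell-like nuclei with 6314, ensheathing neuropil associated glial cell-like nuclei with 5653 and Mi1 neuron-like nuclei with 4778. The thresholds for naming were set after the clusters were seen. They left 9363 of the female control, 6829 of the male control, 13104 of the female NaAsO_2_ and 5684 of the male NaAsO_2_ nuclei unnamed. By broad markers of neurons and glia, 52797 nuclei were in neuronal clusters, 12575 in glial clusters and 4043 in other clusters. Clustering at resolution 2 in place of 1 moved the number of clusters most, to 45, and leaving all genes of Table S6 out of the features moved the named nuclei most, to 13338.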

Our differential expression analysis revealed changes in 767 genes, with 53.7% (412 genes) with altered transcript abundances in both males and females, 18.6% (143 genes) unique to females, and 27.6% (212 genes) unique to males (Supplementary Figures 2, 3; Supplementary Table 6). 

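Each gene and cluster listed in Table S6 is called a gene-cluster pair here, and the table holds 1717 such pairs in females and 1732 in males. The log2 ratio of each pair was computed again in the class of nuclei that matched its cluster, or in the pooled neurons, glia or other nuclei when no class matched. At least 10 UMIs over the control and NaAsO_2_ libraries were found for 1712 of the female pairs, 61.2% of them in a matching class, and for 1669 of the male pairs, 78.0% of them in a matching class. The median log2 ratio was -0.042 over the female pairs and 0.18 over the male pairs. The Spearman correlation of the log2 ratios with the signed differences of Table S6 was 0.240 across the female pairs and 0.501 across the male pairs, which are not independent replicates. Differences in place of log2 ratios were compared over the 1051 female and 1365 male pairs in a matching class alone. For mean UMIs per nucleus, which are not scaled for depth, the correlation was 0.746 in females and 0.851 in males. With each nucleus scaled to one total it was 0.299 and 0.681, so among differences the scaling for depth moved it. The unit mattered too. Log2 ratios of mean UMIs per nucleus, also without scaling, gave 0.172 in females and 0.467 in males, below the values on CPM.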

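The size of the change over all genes was compared between neurons and glia after the UMIs of each kind in each library had been thinned to the same total of 5390824, so that total UMIs were alike in the 4 comparisons. Genes with at least 100 UMIs over the control and NaAsO_2_ libraries of a sex were used, between 5316 and 5907 in number. In females, the median absolute log2 ratio of CPM was 0.122 (interval 0.117 to 0.127) in neurons and 0.170 (interval 0.165 to 0.176) in glia. In males, it was 0.333 (interval 0.321 to 0.346) in neurons and 0.368 (interval 0.357 to 0.377) in glia. Poisson counting alone gave 0.0718 to 0.0746. The 4 medians give the size of change over all genes and not the number of differentially expressed genes, which the paper's Figure 5 shows. Both sexes had the larger median in glia on CPM. The alternative that moved 3 of these values most was the mean number of UMIs per nucleus without scaling for depth, on which the median was 0.685 in neurons and 0.332 in glia of females, and 0.408 in neurons and 0.860 in glia of males. For neurons of males, genes with at least 500 UMIs moved it further, to 0.236. Mean UMIs per nucleus over all genes had changed by a log2 ratio of -0.73 in neurons and -0.32 in glia of females, and of 0.44 in neurons and 1.06 in glia of males.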

The differentially expressed genes were biased toward neurons in females and glia in males (Figure 5).

**FIGURE 4:**
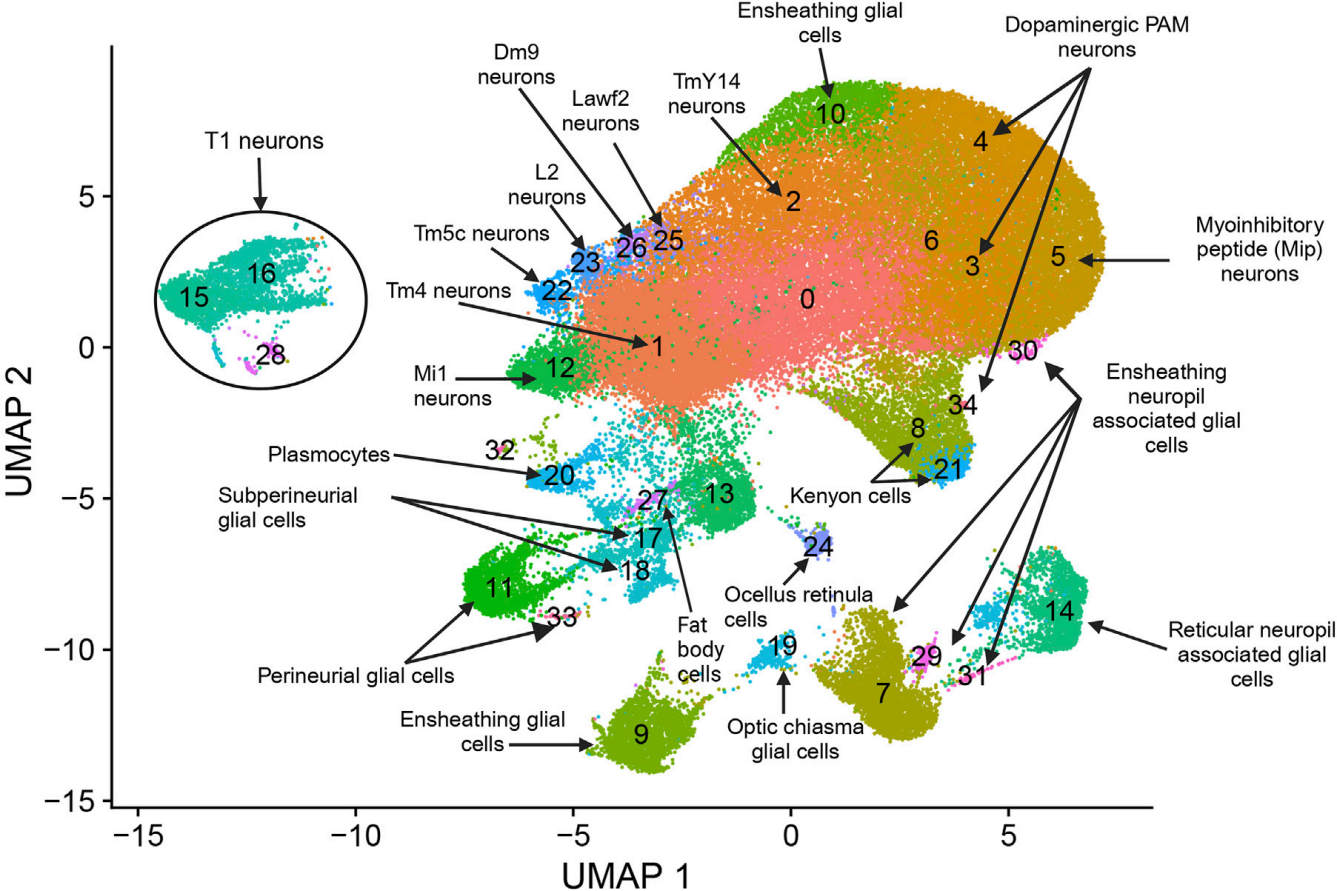
snRNA-seq analysis of brains from flies exposed to chronic NaAsO_2_, exposure. Cells were clustered according to their gene expression patterns using the unsupervised Shared Nearest Neighbor (SNN) clustering algorithm. Each dot represents an individual cell, with colors indicating the cluster to which the cell belongs. Cell type identification for each cluster was performed by annotating the top 20 marker genes. These markers were determined based on the most frequently occurring cell type identities using expression scores obtained from the BGEE database (Bastian et al., 2025).

**FIGURE 5:**
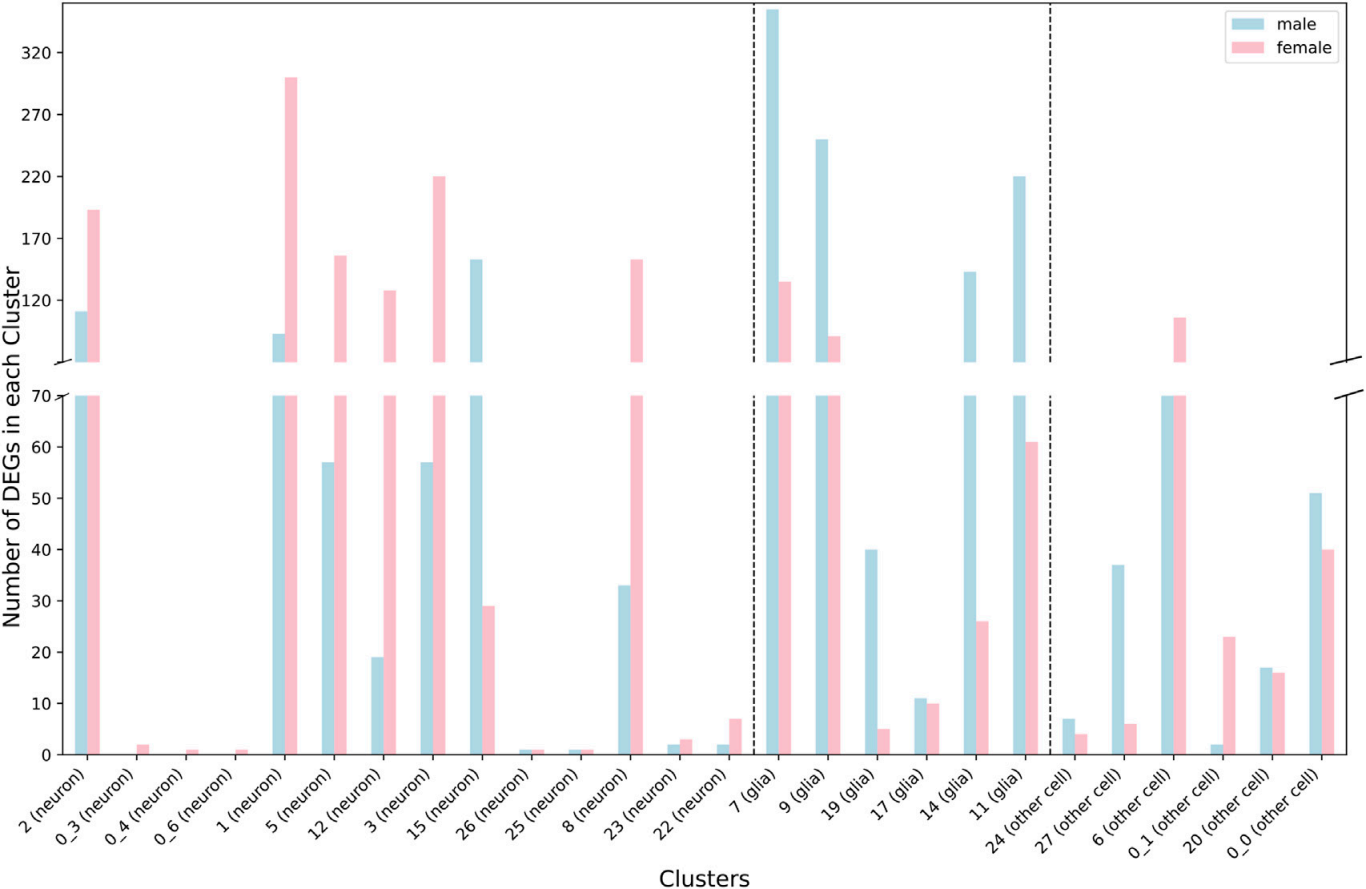
Distribution of differentially expressed genes between neurons and glia across cell clusters for males (blue) and females (pink) separately.

We observed that most gene expression differences between control and NaAsO_2_-treated flies were sexually antagonistic, with 94.7% (390 of the 412 shared genes) of differentially expressed genes in females showing downregulation, while 82.7% (341 of the 412 shared genes) in males exhibited upregulation across cell types (Figure 6; Supplementary Figure 4). 

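Over the 412 genes that Table S6 lists in both sexes, whole-library CPM after exposure was below control in females for 231 genes, 56.1% (interval 51.1 to 60.9%), and above control in males for 181 genes, 43.9% (interval 39.1 to 48.9%). Genes that were lower in females and higher in males numbered 111, 26.9% (interval 22.7 to 31.5%), and just as many were higher in females and lower in males. Another 120 genes were lower in both sexes and 70 were higher in both. The equal numbers did not hold once ratios were centred on the median gene of each sex. Then 220 genes were lower in females and higher in males, and 46 genes (11.2%) were higher in females and lower in males. Whole-library ratios also move with the shares of cell types. In males, 1 cluster held 1071 of the 10000 exposed and 43 of the 14895 control nuclei. Measured in the whole library, 66.0% of the female gene-cluster pairs were below 0 and 51.0% of the male pairs above 0. In the matching class or pooled nuclei, 1020 of 1712 female gene-cluster pairs had a log2 ratio below 0, 59.6% (interval 57.2 to 61.9%). Of the male pairs, 1061 of 1669 had one above 0, 63.6% (interval 61.2 to 65.9%).

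These shares depended on how the counts were scaled for depth. With mean UMIs per nucleus, which are not scaled, 94.0% (interval 92.8 to 95.1%) of the female pairs were below 0 and 85.9% (interval 84.1 to 87.5%) of the male pairs above 0. For the shared genes, the same scale gave 98.3% lower in females, 84.5% higher in males and 84.0% both. With log2 ratios on CPM centred on the median gene of each class, the pairs gave 72.4% (interval 70.2 to 74.5%) below 0 in females and 72.0% (interval 69.8 to 74.2%) above 0 in males, and 53.4% of the shared genes were lower in females and higher in males. In simulated females whose genes did not change and whose nuclei lost UMIs, unscaled means put 99.8% of pairs below 0 and CPM put 50.9% there. When 200 other genes were changed 2-fold, 57.8% of the unchanged pairs were below 0 on CPM and 50.6% after centring. The observed female share on CPM was 59.6%, but the simulated share is no baseline for it. Unchanged genes of the simulated library stood at -0.0109 on CPM, while the median gene of the observed females stood at 0.076. Centring lowered the simulated share and raised the observed one. The sign given in Table S6 was found again for 60.7% of the female and 76.8% of the male pairs on CPM, and for 94.9% and 94.6% on mean UMIs per nucleus. From the shares of downregulated genes in females and upregulated genes in males in its own differential expression analysis, the paper concludes that most of the response to NaAsO_2_ was sexually antagonistic.

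**Figure D2:**
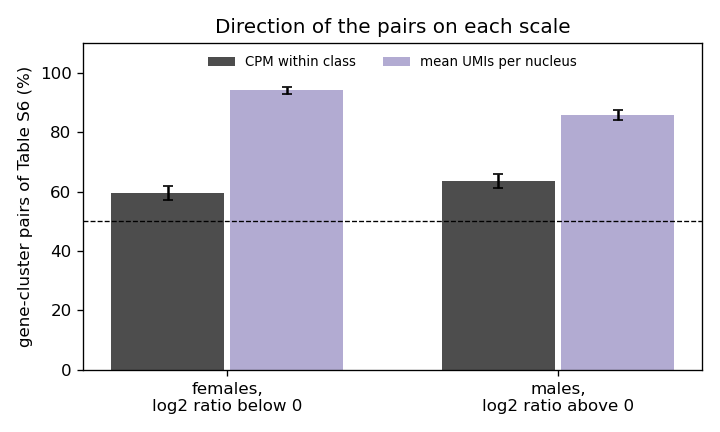
Direction of the gene-cluster pairs of Table S6 in females and males. The y axis gives the percent of pairs with a log2 ratio below 0 (females) or above 0 (males). Dark bars are on CPM within the matching class or pooled nuclei, light bars on mean UMIs per nucleus. Error bars are exact binomial 95% intervals that take pairs as independent, and the dashed line marks equal shares. The female bar stands at 59.6% on CPM and 94.0% on mean UMIs per nucleus.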

Cell type-specific sex-specific expression was also evident, with 10 genes in females and 26 genes in males exhibiting expression profiles in multiple distinct cell types (Supplementary Table 7).

**FIGURE 6:**
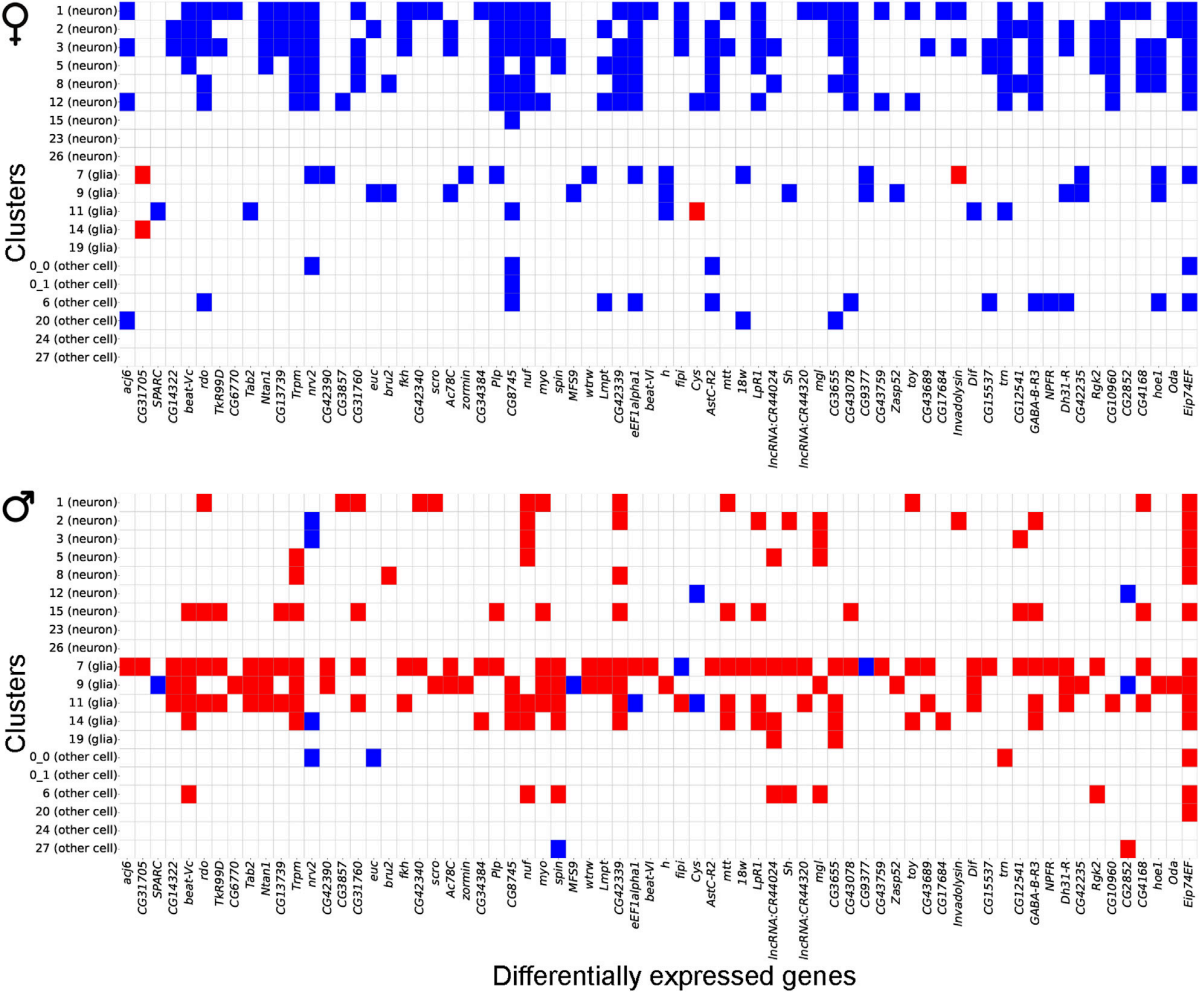
Gene expression patterns between males and females following chronic NaAsO_2_, exposure. Heatmap showing antagonistic gene expression patterns between males and females for 70 representative genes out of 412 shared DEGs across neuronal and glial cell types.

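The 37 genes shown in Figure 7, which cover receptors and transporters for acetylcholine, glutamate, GABA, dopamine, serotonin, octopamine, histamine and neuropeptides, were taken as a list. In whole-library CPM, 24 of them were lower and 13 higher after exposure in females, with log2 ratios from -0.29 to 0.27 and a median of -0.021. In males, 20 were lower and 17 higher, from -0.75 to 0.68, with a median of -0.027. Among 10000 random lists of the same size matched on mean expression, the median of the list stood at percentile 4.46 in females and 66.6 in males, a description of these libraries and not a test across flies. Mean UMIs per nucleus moved the split most, to 37 lower and 0 higher in females and 5 lower and 32 higher in males. Centred on the median gene, 34 were lower in females and 24 higher in males.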

Further analysis of differentially expressed gene profiles revealed dysregulation of genes associated with all major neurotransmitter receptor and transport systems, including cholinergic, dopaminergic, GABAergic, and glutamatergic systems (Figure 7). These NaAsO_2_-induced changes in gene expression involved receptor subunits and transporters critical for neurotransmitter synthesis, release, reuptake, and signaling (Figure 7). We observed downregulation of both inhibitory and excitatory neurotransmitter-associated genes in both sexes. For example, *Vglut* (vesicular glutamate transporter), *Vmat* (vesicular monoamine transporter), and *Gat* (GABA transporter) were downregulated in both sexes, albeit in different cell types. Thus, chronic exposure to NaAsO_2_ leads to widespread disruption in synaptic communication.

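*VGlut* (CG9887, chromosome 2L, 2400295 to 2410662), *Vmat* (CG33528, chromosome 2R, 13513132 to 13534251) and *Gat* (CG1732, chromosome 4, 629691 to 635350) were measured in the classes where Table S6 lists them. *VGlut* in the pooled neuronal nuclei of females, used because no class matched cluster 1, went from 431 CPM (interval 425 to 437) in the control library to 496 CPM (interval 489 to 504) after NaAsO_2_ exposure, a log2 ratio of 0.20 (interval 0.17 to 0.23), which was -0.52 on mean UMIs per nucleus. In Dm9-like nuclei of males it fell from 2733 CPM (interval 2424 to 3071) in the control library to 1144 CPM (interval 925 to 1400.3) after NaAsO_2_ exposure, a log2 ratio of -1.26 (interval -1.61 to -0.91). *Vmat* had log2 ratios of 0.052 (interval 0.020 to 0.084) in the pooled neuronal nuclei and -0.19 (interval -0.30 to -0.084) in perineurial glial cell-like nuclei of females. The first of these was below 0 under 6 of the alternatives, at -0.68 on mean UMIs per nucleus, and the second was 0.023 with each nucleus scaled to the same total and 0.038 with the genes of Table S6 left out of the clustering. In males, *Vmat* was lower in Table S6 for cluster 6, which no class matched, and its log2 ratio in the pooled other nuclei was 0.62 (interval 0.44 to 0.80), which was below 0 under 4 of the alternatives and -0.70 with the genes of Table S6 left out of the clustering. These pooled nuclei were mostly different cells before and after exposure, since 1 cluster held 1071 of the 1375 exposed and 43 of the 962 control nuclei. *Gat* in females had log2 ratios of 0.43 (interval 0.34 to 0.52) in ensheathing neuropil associated glial cell-like nuclei and 0.30 (interval 0.18 to 0.42) in reticular neuropil associated glial cell-like nuclei. On mean UMIs per nucleus the first was -0.023, and among nuclei with as many UMIs as the lowest male NaAsO_2_ nucleus, a setting chosen after seeing the data, the second was -0.54. In males, *Gat* in the reticular class fell from 4872 CPM (interval 4248 to 5562) in the control library to 1377 CPM (interval 984 to 1875) after NaAsO_2_ exposure, a log2 ratio of -1.82 (interval -2.35 to -1.33) that rests on 41 control and 8 exposed nuclei. On mean UMIs per nucleus this fall was -0.10.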

**FIGURE 7:**
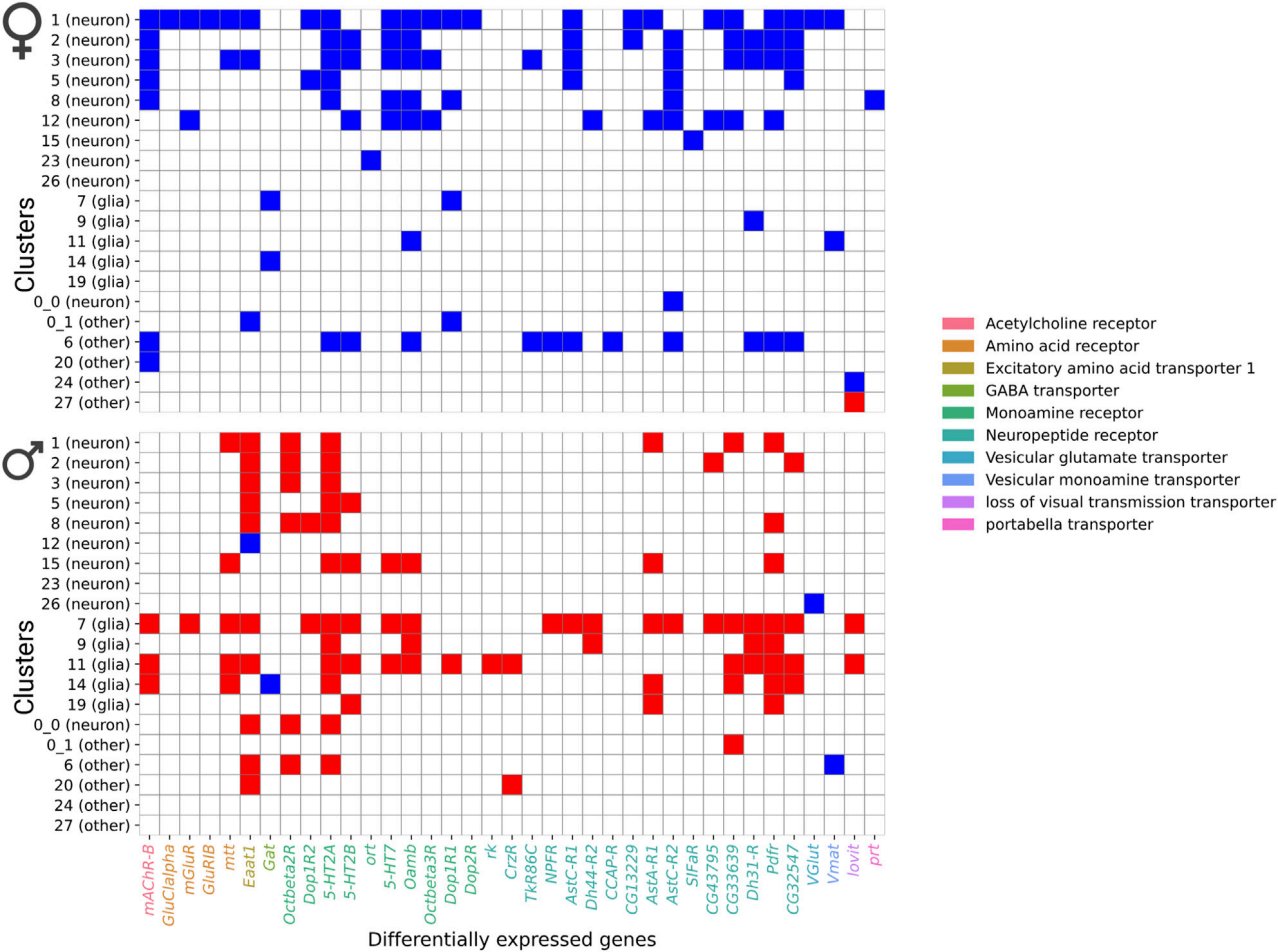
Heatmap showing differentially expressed genes in neurotransmitter receptor and transporter categories. Blue shows downregulated genes and red shows upregulated genes.

### 3.3 Differential expression of genes associated with detoxification

The *Drosophila* fat body, functionally analogous to mammalian adipose tissue and liver, plays a central role in heavy metal detoxification (Musselman et al., 2013). 

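A cluster of 523 nuclei in the deposited matrices was fat body cell-like. Of its 10 leading genes by fold over the other nuclei, 9 were in the marker list that Table S5 gives for fat body cells, among them *Nplp2*, *TotX* and *Obp99c*, and 0 were markers of another class. *MtnA*, *TotA* and *TotC* were left out of the clustering and of the naming.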

We recovered head fat body tissue in our dissected brain samples. Metallothionein (*Mtna*) and Turandot (*Tot*) genes are critical for responding to heavy metal toxicity (Mahapatra and Rand, 2012). We observed the highest upregulation of gene expression for *Mtna* in the fat body (cluster 27), with a 42-fold increase in males and a 43-fold increase in females. Conversely, we found significant downregulation for *TotA* (70-fold) and *TotC* (48-fold) in the fat body of males (Supplementary Table 6).

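*MtnA* (CG9470, chromosome 3R, 9783407 to 9784370) encodes a protein that binds heavy metals. In fat body cell-like nuclei of males it rose from 1894 CPM (interval 1775 to 2019) in the control library to 11684 CPM (interval 11290.2 to 12088) after NaAsO_2_ exposure, which rests on 941 and 3323 UMIs, a ratio of 6.17 and a log2 ratio of 2.62 (interval 2.52 to 2.73). In females the rise was from 1005 CPM (interval 918 to 1098) in the control library to 22698 CPM (interval 22243 to 23159.5) after NaAsO_2_ exposure, from 487 and 9479 UMIs, a ratio of 22.6 and a log2 ratio of 4.50 (interval 4.37 to 4.63). The mean number of *MtnA* UMIs per nucleus, from 171 control and 80 exposed nuclei in males and 163 and 109 in females, rose by 36.0 in males and 84.0 in females. Table S6, which gives an average difference between treatment and control, lists the paper's values of 43.4 and 42.7. Of the alternatives, scaling each nucleus to the same total moved the female log2 ratio most, to 3.32.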

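*TotA* (CG31509, chromosome 3R, 20871036 to 20871700) and *TotC* (CG31508, chromosome 3R, 20872988 to 20873580) encode stress peptides secreted by the fat body. In fat body cell-like nuclei of males, *TotA* fell from 51802 CPM (interval 51171 to 52439) in the control library to 2282 CPM (interval 2109.8 to 2465) after NaAsO_2_ exposure, from 25736 and 649 UMIs, and its control CPM was 22.7 times that after exposure, with a log2 ratio of -4.50 (interval -4.62 to -4.39). For *TotC* the fall was from 32215 CPM (interval 31718 to 32718) in the control library to 1568 CPM (interval 1426 to 1721) after NaAsO_2_ exposure, from 16005 and 446 UMIs, where the control CPM was 20.5 times that after exposure and the log2 ratio -4.36 (interval -4.50 to -4.22). Mean UMIs per nucleus changed by -142 for *TotA* and -88.0 for *TotC*, beside the paper's differences of -70.9 and -48.6 in Table S6. Under the alternatives the highest log2 ratio was -3.38 for *TotA* and -3.35 for *TotC*, both with each nucleus scaled to the same total.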

Functional enrichment analysis of upregulated genes in males revealed pathways related to the metabolism of xenobiotics by cytochrome P450 and members of the Glutathione S-transferase (GST) gene family (Supplementary Table 8). *Cyp28d1* features prominently in both males and females, where it is upregulated in Cluster 7, associated with ensheathing neuropil-associated glial cells. 

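In ensheathing neuropil associated glial cell-like nuclei, *Cyp28d1* (CG10833, chromosome 2L, 5210460 to 5212445) rose in females from 279 CPM (interval 261 to 297) in the control library to 465 CPM (interval 438 to 494) after NaAsO_2_ exposure, a log2 ratio of 0.74 (interval 0.61 to 0.87). In males it went from 253 CPM (interval 234 to 274) in the control library to 189.7 CPM (interval 172 to 209) after NaAsO_2_ exposure, a log2 ratio of -0.42 (interval -0.60 to -0.24). The male value changed sign on mean UMIs per nucleus, to 0.69, and to 0.43 among nuclei with at least 1766 UMIs, a setting chosen after seeing the data.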

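No class matched the optic chiasma glia of cluster 19, so *Cyp28d1* was measured in all glial nuclei of males together, where it went from 284 CPM (interval 271 to 296) in the control library to 250.2 CPM (interval 237 to 264) after NaAsO_2_ exposure, a log2 ratio of -0.18 (interval -0.28 to -0.080). This direction was not stable: the log2 ratio was 0.88 on mean UMIs per nucleus, 0.073 when centred on the median gene and 0.56 with clusters from 30 principal components. In fat body cell-like nuclei of males the gene fell from 646 CPM (interval 577 to 721) in the control library to 70.3 CPM (interval 43.0 to 109) after NaAsO_2_ exposure, with 321 and 20 UMIs and a log2 ratio of -3.20 (interval -3.93 to -2.55).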

In males, *Cyp28d1* is also upregulated in optic chiasma glial cells (Cluster 19) and downregulated in fat body cells (Cluster 27). 

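*Cyp28a5* (CG8864, chromosome 2L, 13977302 to 13979569) was measured in males in ensheathing neuropil associated glial cell-like nuclei, where it went from 57.5 CPM (interval 48.5 to 67.7) in the control library to 39.6 CPM (interval 31.8 to 48.8) after NaAsO_2_ exposure, a log2 ratio of -0.54 (interval -0.94 to -0.14), and in ensheathing glial cell-like nuclei, where it went from 56.4 CPM (interval 46.9 to 67.3) in the control library to 74.9 CPM (interval 62.2 to 89.3) after NaAsO_2_ exposure, a log2 ratio of 0.41 (interval 0.036 to 0.78). The first was 0.57 on mean UMIs per nucleus. The second was -0.32 when all genes of Table S6 were left out of the clustering.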

Expression of *Cyp28a5* is altered in Clusters 7 and 9 in males. Additional members of the cytochrome P450 family (*Cyp4g15*, *Cyp6w1* and *Cyp311a1*) also show upregulation in male glial cells (Cluster 17). 

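In subperineurial glial cell-like nuclei of males, *Cyp311a1* (CG1488, chromosome X, 12029754 to 12031465) rose from 8.12 CPM (interval 3.89 to 14.9) in the control library to 67.2 CPM (interval 49.6 to 89.1) after NaAsO_2_ exposure, a log2 ratio of 3.05 (interval 2.05 to 4.20) from 10 and 48 UMIs. *Cyp4g15* (CG11715, chromosome X, 11477058 to 11483233) had 85 and 66 UMIs and a log2 ratio of 0.42 (interval -0.065 to 0.90), and *Cyp6w1* (CG8345, chromosome 2R, 6173684 to 6176195) had 20 and 4 UMIs and a log2 ratio of -1.54 (interval -3.54 to 0.042). Both of these intervals included 0, so a change of either gene was not detectable at this depth.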

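*GstD1* (CG10045, chromosome 3R, 12367817 to 12369268) encodes a glutathione S-transferase. Kenyon cell-like nuclei of females held 52.1 CPM (interval 44.0 to 61.2) in the control library and 56.7 CPM (interval 50.1 to 64.1) after NaAsO_2_ exposure, a log2 ratio of 0.12 (interval -0.17 to 0.43) whose interval included 0. Fat body cell-like nuclei of males went from 119 CPM (interval 90.4 to 153) in the control library to 893 CPM (interval 787 to 1010.0) after NaAsO_2_ exposure, a log2 ratio of 2.91 (interval 2.50 to 3.34) from 59 and 254 UMIs.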

In females, expression of *GstD1* is downregulated in Kenyon cells (Cluster 8), while it is upregulated in fat body cells in males (Cluster 27). Similarly, *GstE6* and *GstE9* are both upregulated in fat body cells in males, whereas *GstD9* is downregulated in ensheathing glial cells (Cluster 9).

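*GstE6* (CG17530, chromosome 2R, 18406011 to 18406761) rose in fat body cell-like nuclei of males from 12.1 CPM (interval 4.43 to 26.3) in the control library to 155 CPM (interval 112 to 208) after NaAsO_2_ exposure, with 6 and 44 UMIs and a log2 ratio of 3.68 (interval 2.44 to 5.20). *GstE9* (CG17534, chromosome 2R, 18409048 to 18409835) stood in the same nuclei at 259.7 CPM (interval 217 to 309) in the control library and 295 CPM (interval 236 to 366) after NaAsO_2_ exposure, and a change was not detectable at this depth, with a log2 ratio of 0.19 (interval -0.23 to 0.59). *GstD9* (CG10091, chromosome 3R, 12366163 to 12367564) fell in ensheathing glial cell-like nuclei of males from 132 CPM (interval 117 to 148) in the control library to 61.5 CPM (interval 50.1 to 74.7) after NaAsO_2_ exposure, a log2 ratio of -1.10 (interval -1.44 to -0.77). The *GstE* and *GstD* genes lie in clusters of similar genes, and counting could split reads among their copies.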

Members of the UDP-glucuronosyl transferase (UGT) gene family also show differential changes in brain transcript abundances in flies exposed to NaAsO_2_ (Supplementary Table 6). 

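*Ugt49C1* (CG15661, chromosome 2R, 21215435 to 21217779) in males had 22 and 107 UMIs in fat body cell-like nuclei, where it rose from 44.3 CPM (interval 27.8 to 67.0) in the control library to 376 CPM (interval 308 to 455) after NaAsO_2_ exposure, a log2 ratio of 3.09 (interval 2.41 to 3.82). Ensheathing glial cell-like nuclei held 29 and 59 UMIs, a log2 ratio of 1.43 (interval 0.77 to 2.13), which became -0.053 when the genes of Table S6 were left out of the clustering. Perineurial glial cell-like nuclei went from 294 CPM (interval 263 to 327) in the control library to 237 CPM (interval 203 to 276) after NaAsO_2_ exposure, a log2 ratio of -0.31 (interval -0.58 to -0.035). On mean UMIs per nucleus this last value was 0.98, and with each nucleus thinned to 1000 UMIs it was 0.27.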

In males, expression of *Ugt49C1* is increased in fat body cells (Cluster 27) and ensheathing glial cells (Cluster 9) and perineurial glial cells (Cluster 11). Conversely, expression of *Ugt35B1* is reduced in males in ensheathing glial cells (Cluster 9) and ensheathing neuropil-associated glial cells (Cluster 7). 

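*Ugt35B1* (CG6649, chromosome 3R, 11168503 to 11170246) fell in ensheathing glial cell-like nuclei of males from 771 CPM (interval 735 to 809) in the control library to 207 CPM (interval 186 to 230.2) after NaAsO_2_ exposure, with 1682 and 340 UMIs and a log2 ratio of -1.90 (interval -2.07 to -1.73). Its fall in ensheathing neuropil associated glial cell-like nuclei was from 408 CPM (interval 383 to 433) in the control library to 84.3 CPM (interval 72.6 to 97.2) after NaAsO_2_ exposure, with 1021 and 187 UMIs and a log2 ratio of -2.27 (interval -2.51 to -2.05).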

In females, *Ugt35E2* is downregulated in ensheathing glial cells (Cluster 9), and *Ugt35B1* is reduced in ensheathing neuropil-associated glial cells (Cluster 7). These patterns indicate largely cell-and sex-specific roles of NaAsO_2_-induced Cytochrome P450s, GSTs, and UGTs in detoxification.

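*Ugt35E2* (CG6653, chromosome 3R, 11166177 to 11167981) had 77 and 60 UMIs in ensheathing glial cell-like nuclei of females, with a log2 ratio of -0.070 (interval -0.58 to 0.44), so that no change was detectable at this depth. In ensheathing neuropil associated glial cell-like nuclei of females, *Ugt35B1* went from 372 CPM (interval 351 to 393) in the control library to 440.4 CPM (interval 414 to 469) after NaAsO_2_ exposure, a log2 ratio of 0.24 (interval 0.12 to 0.37). This ratio was -0.21 on mean UMIs per nucleus and -0.11 with each nucleus thinned to 1000 UMIs.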

Complementing these detoxification enzymes, transcripts encoding *MsrA (Methionine sulfoxide reductase A) and Sod3 (Superoxide dismutase 3)*, which neutralize superoxide radicals generated during oxidative stress (Orr and Sohal, 1994; Ruan et al., 2002; Kirby et al., 2002), are upregulated in males, particularly in fat body cells (Cluster 27), with upregulation in ensheathing glial cells (Cluster 9), perineurial glial cells (Cluster 11), and ensheathing neuropil-associated glial cells (Cluster 7). 

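*MsrA* (CG7266, chromosome 3L, 15511052 to 15513202) rose in fat body cell-like nuclei of males, from 7 UMIs in the control library to 295 after NaAsO_2_ exposure, a log2 ratio of 6.20 (interval 5.14 to 7.53). Its log2 ratio was 1.72 (interval 1.51 to 1.93) in ensheathing, 1.31 (interval 0.95 to 1.68) in perineurial and 0.98 (interval 0.60 to 1.37) in ensheathing neuropil associated glial cell-like nuclei of males. *Sod3* (CG9027, chromosome 2R, 11380347 to 11384114) had 26 and 12 UMIs in fat body cell-like nuclei, a log2 ratio of -0.31 (interval -1.43 to 0.73) whose interval included 0. In ensheathing glial cell-like nuclei it went from 566 CPM (interval 535 to 598) in the control library to 443 CPM (interval 412 to 477) after NaAsO_2_ exposure, a log2 ratio of -0.35 (interval -0.49 to -0.22), and the log2 ratios in perineurial and ensheathing neuropil associated glial cell-like nuclei were -1.49 (interval -1.91 to -1.10) and -0.73 (interval -0.88 to -0.58). On mean UMIs per nucleus the *Sod3* log2 ratio was 0.60 in ensheathing and 0.38 in ensheathing neuropil associated glial cell-like nuclei.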

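*Sesn* (CG11299, chromosome 2R, 23713900 to 23734846) in females had log2 ratios of 0.11 (interval -0.17 to 0.39) in MIP neuron-like nuclei, 0.12 (interval -0.075 to 0.32) in ensheathing neuropil associated glial cell-like nuclei and -0.27 (interval -0.99 to 0.45) in dopaminergic PAM neuron-like nuclei, from 272 and 174 UMIs, 497 and 363 UMIs and 38 and 32 UMIs. All 3 intervals included 0. In males, the gene rose in ensheathing glial cell-like nuclei from 271 CPM (interval 249 to 293) in the control library to 574 CPM (interval 538 to 612) after NaAsO_2_ exposure, a log2 ratio of 1.09 (interval 0.94 to 1.24), and in ensheathing neuropil associated glial cell-like nuclei the log2 ratio was 0.29 (interval 0.072 to 0.50). The reticular class held 5 and 5 UMIs, too few to show a change, with a log2 ratio of 0.63 (interval -1.49 to 2.75). Perineurial glial cell-like nuclei of males went from 161 CPM (interval 138 to 186) in the control library to 114 CPM (interval 90.2 to 142) after NaAsO_2_ exposure, a log2 ratio of -0.50 (interval -0.90 to -0.11) that was 0.79 on mean UMIs per nucleus.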

Expression of *Sestrin* (*Sesn*), which plays a vital role in oxidative stress response (Chen et al., 2021), is downregulated in females in Myoinhibitory peptide (MIP) neurons, ensheathing neuropil-associated glial cells, and dopaminergic PAM neurons; and upregulated in males in ensheathing glial cells, reticular neuropil-associated glial cells, ensheathing neuropil-associated glial cells, and perineurial glial cells.

### 3.4 Differential expression of genes associated with the blood brain barrier and ensheathing glia

The *Drosophila* blood-brain barrier (BBB) consists of perineurial and sub-perineurial cells, which play critical roles in maintaining neural homeostasis (Hindle and Bainton, 2014; Calderon et al., 2022; Contreras et al., 2024). In perineurial cells (Cluster 11), downregulated genes were enriched in the Notch signaling pathway, previously shown to be essential for maintaining the BBB integrity in subperineurial glia by regulating cell proliferation, differentiation, and the expression of tight junction proteins (Currier et al., 2023). In males, upregulated genes in these cells were predominantly enriched in the heterotrimeric G-protein signaling pathways, specifically Gα_i_ - and Gα_s_-mediated signaling pathways (Supplementary Table 8).

BBB cells establish contacts with ensheathing neuropil-associated glial cells (Jang et al., 2017). In ensheathing glial cells, NaAsO_2_ exposure elicited distinct sex-specific responses. In females, downregulated genes were enriched in pathways associated with the transport of small molecules, SLC-mediated transmembrane transport, and GABA-B receptor activation. In contrast, upregulated genes in males were enriched in heterotrimeric G-protein signaling pathways and the endothelin signaling pathway. Notably, components of GPCR signaling, Notch signaling, MAPK signaling and adenylate cyclase inhibitory pathways were enriched in ensheathing glial cells of both sexes (Supplementary Table 8). However, these pathways exhibited antagonistic responses in differential gene expression patterns between males and females (Supplementary Table 6).

### 3.5 Differential expression of genes associated with vision and locomotion

Since there were profound effects of chronic NaAsO_2_ exposure on negative geotaxis (Figure 3), we examined the extent to which genes associated with sensorimotor integration and locomotion showed NaAsO_2_-induced changes in gene expression in the brain. We identified 102 genes in 10 male cell clusters (0_0, 1, 2, 6, 7, 8, 9, 11, 14, 15) and 96 genes in nine female clusters (1, 2, 3, 5, 7, 8, 9, 11, 22), enriched for locomotion-related functions in both neuronal and glial cell types (Supplementary Table 8). We observed the most significant responses to NaAsO_2_ exposure in genes involved in memory, vision, and motion. 

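*Rh2* (CG16740, chromosome 3R, 18899423 to 18901019) encodes the opsin of the ocelli. In photoreceptor-like nuclei of males, which matched the ocellus retinula cells of the paper, it fell from 47107 CPM (interval 46492 to 47728) in the control library to 10764 CPM (interval 10234 to 11315) after NaAsO_2_ exposure, with 22397 and 1546 UMIs from 183 control and 43 exposed nuclei, a log2 ratio of -2.13 (interval -2.21 to -2.06). The control CPM was 4.38 times the CPM after exposure. In females it went from 24791 CPM (interval 24191 to 25402) in the control library to 32065 CPM (interval 31422 to 32718) after NaAsO_2_ exposure, with 6477 and 9446 UMIs from 81 control and 112 exposed nuclei, a log2 ratio of 0.37 (interval 0.33 to 0.42). Mean UMIs per nucleus changed by -86.4 in males and 4.38 in females. With each nucleus scaled to the median UMIs of its own library, a scale chosen after seeing the data, the difference was -28.5 in males and -13.7 in females, beside the paper's differences of -25.7 and -13.1 in Table S6.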

Notably, the *Rhodopsin 2* (*Rh2*) gene exhibited the largest downregulation, particularly in the ocellus retinula cells, with an average 25-fold and 13-fold decrease in males and females, respectively (Supplementary Table 6). Genes involved in these processes were organized in co-expression networks, highlighting multiple neuronal cell types in the optic lobes implicated in vision and locomotion, including Tm4, TmY14, T1, Tm5c, L2, Lawf2, Dm9, LC17, T3, Tm9 and Mi1 neurons (Liu C. et al., 2012) (Figure 8).

**FIGURE 8:**
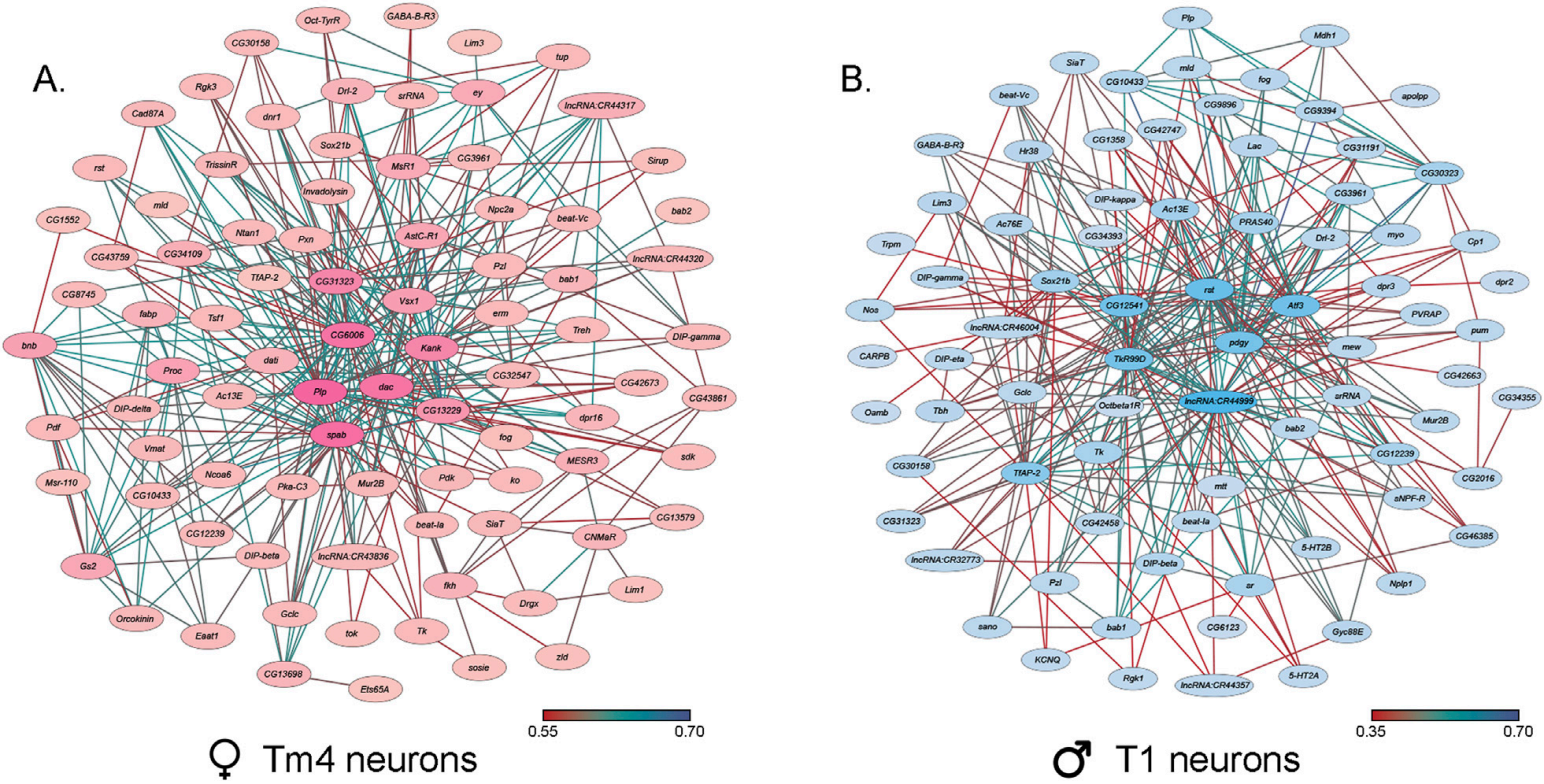
Co-expression networks of neurons in the optic lobes that exhibit the largest responses to NaAsO_2_, exposure. **(A)** Co-expression network of Tm4 neurons in female cluster 1. **(B)** Co-expression network of T1 neurons in male cluster 15. The darker colors in both co-expression networks represent a higher number of connections.

Expression of *Arrestin 2* (*Arr2*), associated with phototransduction, was downregulated in photoreceptor neurons in females and multiple male neuron types, including myoinhibitory peptide (MIP) neurons, which regulate reproductive behaviors (Burke et al., 2012), and dopaminergic PAM neurons, critical for reward processing and learning (Yamagata et al., 2016; Mohr et al., 2018; Silva et al., 2021) (Supplementary Table 6). 

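*Arr2* (CG5962, chromosome 3L, 8647261 to 8648936) in photoreceptor-like nuclei of females went from 14227 CPM (interval 13773 to 14692) in the control library to 19475 CPM (interval 18974 to 19985) after NaAsO_2_ exposure, a log2 ratio of 0.45 (interval 0.39 to 0.51). In males, MIP neuron-like nuclei had 124 and 31 UMIs, a log2 ratio of -1.79 (interval -2.41 to -1.21), and dopaminergic PAM neuron-like nuclei had 28 and 4 UMIs, a log2 ratio of -2.47 (interval -4.45 to -0.96). Across 9 neuronal classes of males the control level of *Arr2* lay between 60.6 and 149.5 CPM, against 35135 CPM in the male control nuclei of the cluster with the most, among clusters with at least 10 such nuclei, and the log2 ratio was below 0 in 9 of the 9. In females it was above 0 in 5 of 7 neuronal classes and lay between -0.70 and 1.07. Free RNA from photoreceptors in the droplets was not excluded as a source of these counts.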

In males, expression of the *Ndae1* (Na^+^/H^+^ antiporter) gene, which can mediate clearance of toxic arsenic anions (Schoofs et al., 2017), is upregulated in optic chiasma glial cells, reticular neuropil-associated glial cells, and Tm4 neurons. 

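*Ndae1* (CG42253, chromosome 2L, 7223328 to 7249343) in males was measured in all glial nuclei, since no class matched cluster 19, and rose from 222 CPM (interval 211 to 233) in the control library to 287 CPM (interval 273 to 302) after NaAsO_2_ exposure, a log2 ratio of 0.37 (interval 0.27 to 0.48). In all neuronal nuclei, used for the Tm4 neurons of cluster 1, it rose from 268 CPM (interval 261 to 274) in the control library to 344 CPM (interval 336 to 351) after NaAsO_2_ exposure, a log2 ratio of 0.36 (interval 0.31 to 0.41). The reticular neuropil associated glial cell-like nuclei held 5 and 7 UMIs, a log2 ratio of 1.11 (interval -0.76 to 3.11), so that no change was detectable there.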

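*Ndae1* fell in Kenyon cell-like nuclei of females from 439 CPM (interval 415 to 464) in the control library to 374 CPM (interval 356 to 392) after NaAsO_2_ exposure, a log2 ratio of -0.23 (interval -0.34 to -0.13), and in MIP neuron-like nuclei of females the log2 ratio was -0.19 (interval -0.34 to -0.035) from 1037 and 540 UMIs. Dopaminergic PAM neuron-like nuclei had 192 and 158 UMIs and a log2 ratio of -0.30 (interval -0.61 to 0.012), whose interval included 0.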

In females, *Ndae1* expression is downregulated in Kenyon cells, MIP neurons, and dopaminergic PAM neurons. Additionally, differentially expressed genes in Kenyon cells, which mediate experience-dependent modification of behavior, showed sex-specific responses in G protein-coupled receptor signaling pathways. These results emphasize the wide-ranging effects of NaAsO_2_ exposure on neuronal function, with distinct impacts on cells associated with sensory processing and motor coordination.

### 3.6 Global protein-protein interaction networks

Although the arsenic-induced changes in transcript abundances differ in a sex-specific manner, the overarching biological processes disrupted by NaAsO_2_ exposure are shared between males and females (Supplementary Table 9). For example, in pathways related to neurotransmitter signaling and synaptic transmission, genes involved in receptor activation and signal propagation were upregulated in males (Figure 7). In contrast, genes associated with neurotransmitter synthesis and vesicle transport were predominantly downregulated in females. Similarly, G protein-coupled receptor (GPCR) signaling and calcium signaling in oxidative stress response pathways were enriched in both sexes but were modulated through different sets of genes.

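Table S6 lists genes of Figure 7 in 91 gene-cluster pairs of males with enough UMIs. On CPM, 75 of these pairs were above and 16 below 0, with a median log2 ratio of 0.43 and a range from -1.82 to 3.33. Mean UMIs per nucleus gave 85 above 0, and centring on the median gene gave 79.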

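In females, the genes of Figure 7 made 99 gene-cluster pairs, of which 53 were below and 46 above 0 on CPM. Their median log2 ratio was -0.024, with a range from -1.004 to 1.47. The split was 94 below and 5 above 0 on mean UMIs per nucleus, and 73 below and 26 above 0 when centred on the median gene. The genes of Figure 7 are receptors and transporters. This split therefore does not measure what the paper states on neurotransmitter synthesis and vesicle transport in females.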

We analyzed global protein-protein interaction networks of differentially expressed gene products across all cell clusters for both males and females to identify biological functions impacted by NaAsO_2_ exposure. Among differentially expressed genes in the *Drosophila* brain 72.35% had human orthologs. Despite pronounced sexual dimorphism and antagonism in gene expression responses to arsenic, arsenic-induced neurotoxicity affected the same pathways in both males and females but involved distinct components within these pathways. We constructed global protein-protein interaction networks in which we computationally recruited known physically interacting partners with the products of the differentially expressed genes (Figure 9). The global network consists of 258 nodes and reveals distinct subnetworks, including a large subnetwork associated with neuronal development and differentiation, a subnetwork of cell adhesion proteins recruited through cDIP, and a cluster of ribosomal proteins (Figure 9). Based on evolutionarily conserved orthology, we constructed a human network corresponding to the *Drosophila* global protein-protein interaction network (Figures 10A,B). Comparisons between these networks reveal common edges that show a conserved core structure of protein-protein interactions associated with the transcriptional response to arsenic neurotoxicity (Figure 10C). These include ribosomal protein interactions, signal transduction pathways, and developmental processes (Figure 10C). Statistical analysis shows that the likelihood of obtaining this orthologous network architecture due to randomness is *P* < 0.0001 (Supplementary Figure 5).

**FIGURE 9:**
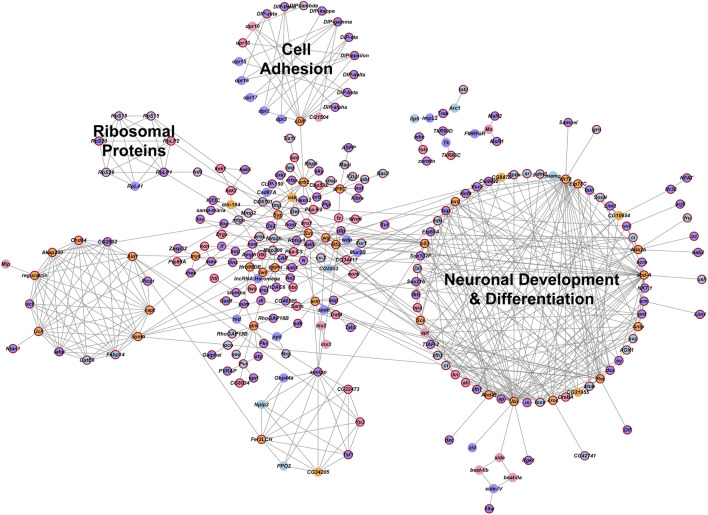
Global gene interaction network. The protein-protein interaction network was constructed within Cytoscape, based on interactions among genes that were differentially expressed (Benjamini–Hochberg adjusted *p*-value ≤0.05) across all clusters in the male and female datasets. Crimson red borders indicate genes with human orthologs. Circles representing genes are color-coded: purple indicates genes differentially expressed in both males and females, blue indicates genes differentially expressed only in males, pink indicates genes differentially expressed only in females and orange indicates inferred genes that were computationally recruited from the FlyBase Interaction Database. Annotations of these groups represent the processes that are enriched for the genes within these groups. A Benjamini and Hochberg (1995) adjusted *p*-value ≤0.05 was considered a significant enrichment in the statistical overrepresentation tests.

**FIGURE 10:**
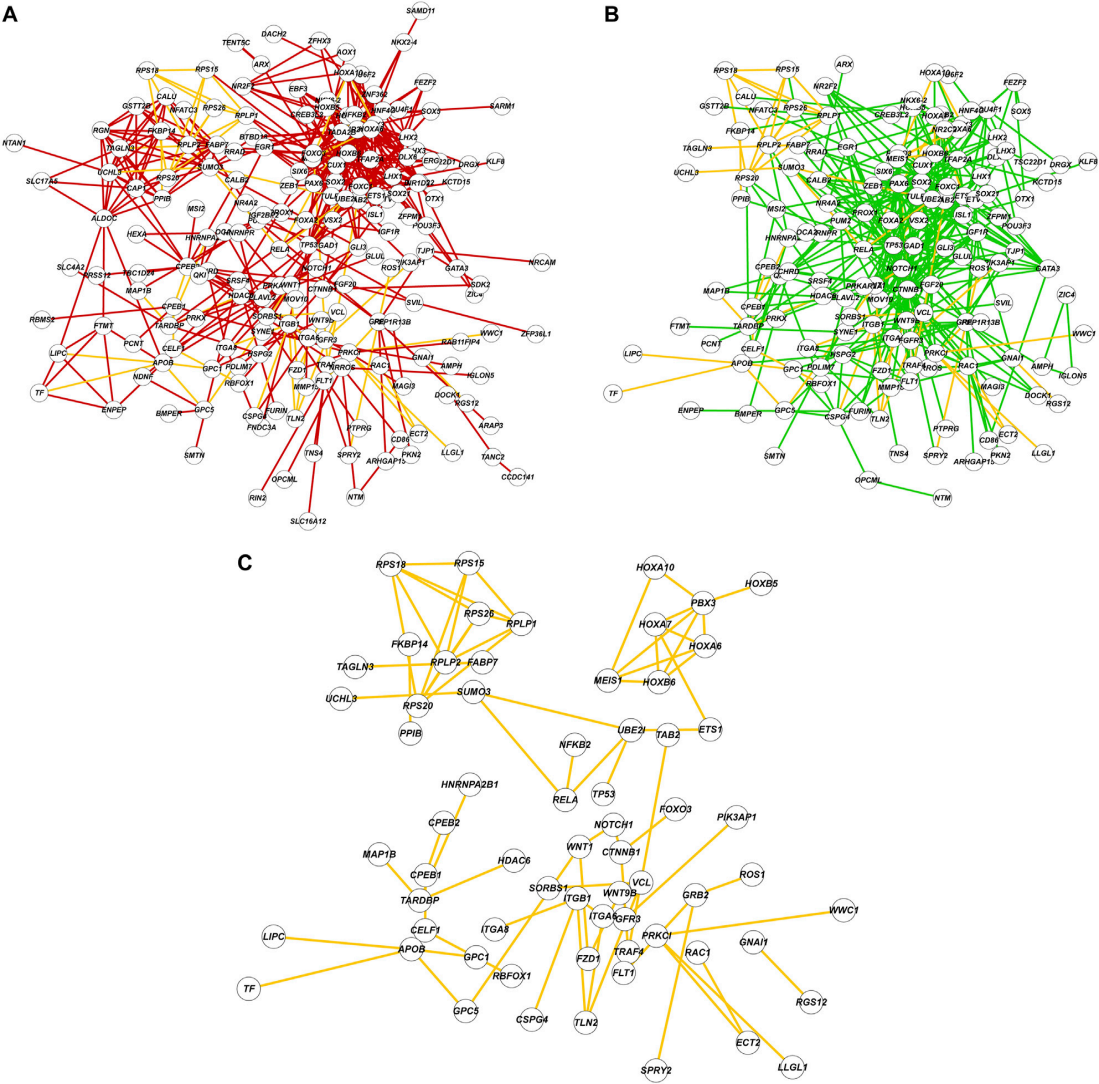
Comparisons of protein-protein interaction networks. **(A)** The protein-protein interaction network constructed with *Drosophila* genes and FlyBase physical interaction database. Nodes are labeled with human orthologs of *Drosophila* genes. **(B)** The protein-protein interaction network constructed with human orthologs and interactions from String-DB database. **(C)** A subnetwork composed of shared edges (yellow) between **(A)** and **(B)**.

## 4 Discussion

Exposure to NaAsO_2_ at a concentration that does not result in immediate lethality affects *Drosophila* locomotor ability sooner in females than in males. The transcriptional response in the brain after 6 days of chronic exposure to NaAsO_2_ is widespread and different between males and females, yet gene ontology analysis suggests that these sexually dimorphic responses converge through different mechanisms on the same biological processes. The transcriptional responses to arsenic exposure are markedly sex antagonistic with responses in females biased toward neurons and in males toward glia. This may imply a neuroprotective function of glia in males since males are more resistant to chronic arsenic exposure than females (Figure 3B). 

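*dsx* (CG11094, chromosome 3R, 7924323 to 7967408) fell in ensheathing neuropil associated glial cell-like nuclei of females from 147 CPM (interval 134 to 160.0) in the control library to 91.9 CPM (interval 79.9 to 105) after NaAsO_2_ exposure, a log2 ratio of -0.67 (interval -0.91 to -0.44). Its log2 ratio in females was -0.60 (interval -0.80 to -0.41) in ensheathing and -0.37 (interval -0.60 to -0.14) in perineurial glial cell-like nuclei. In ensheathing glial cell-like nuclei of males it went from 241 CPM (interval 221 to 263) in the control library to 200.3 CPM (interval 179 to 223) after NaAsO_2_ exposure, a log2 ratio of -0.27 (interval -0.47 to -0.067), which was 0.68 on mean UMIs per nucleus.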

The mechanisms that underlie sex antagonistic modulation of arsenic-induced gene expression are not known, but may arise from differences in chromatin accessibility, differences in chromosomal conformations due to the presence of different sex chromosomes affecting intrachromosomal interactions, as well as antagonistic regulation of the *doublesex* (*dsx*) gene, which shows NaAsO_2_-induced altered transcript abundance and is part of the sex determination pathway (Steinmann-Zwicky, 1994).

Chronic exposure to NaAsO_2_ leads to differential expression of more than 5% of the *Drosophila* genome, indicating a highly polygenic response that is likely to affect multiple organismal phenotypes. 

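Of the 17772 genes in the deposited matrices, 12814 had at least 10 UMIs over the 4 libraries. The 767 genes that the paper lists in Table S6 were 4.32% of all genes in the matrices. They make a larger share of the 12814 genes, and the paper does not give the number of genes behind its own share.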

We used innate negative geotaxis as a proxy phenotype for NaAsO_2_ neurotoxicity as it can readily be quantified using a climbing assay. It is, however, likely that phototaxis is also affected by NaAsO_2_ exposure, based on the prominent changes in transcript abundances in cell clusters associated with vision. In addition, gene ontology enrichment analysis implicates possible additional physiological, developmental and behavioral phenotypes that may be affected by NaAsO_2_, including locomotion, mating and courtship, feeding, sleep and circadian rhythm as well as neurodevelopment and nervous system function, including sensory perception. Locomotion and circadian rhythm have previously been implicated in studies on arsenic toxicity in *Drosophila* (Ortiz et al., 2009).

Differential regulation of genes associated with detoxification processes and response to oxidative stress features prominently in the transcriptional response to chronic NaAsO_2_ exposure, most notably in males in glial cell populations, in concordance with their greater resilience to NaAsO_2_ than females as reflected in their climbing ability. In addition, many genes associated with locomotion were differentially expressed upon chronic exposure to NaAsO_2_, including the *X*-chromosome-linked genes *spin, sr, tim, zfh1, dac, ey, rhea, robo2*, and *Sh*, also in line with the adverse effect of NaAsO_2_ on climbing ability.

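Whole-library CPM was compared for the 9 genes. *Sh* (CG12348, chromosome X, 17924307 to 18063247) had log2 ratios of -0.11 (interval -0.11 to -0.10) in females and 0.53 (interval 0.52 to 0.54) in males. *sr* (CG7847, chromosome 3R, 18090803 to 18135583) had 0.35 (interval 0.30 to 0.39) in females and 0.65 (interval 0.59 to 0.72) in males. By the annotation, *spin* and *ey* lie on chromosomes 2R and 4, *tim*, *dac* and *robo2* on chromosome 2L, *zfh1* on chromosome 3R and *rhea* on chromosome 3L. The log2 ratios of these other 7 genes were between -0.071 (*rhea*) and 0.29 (*spin*) in females and between -0.17 (*tim*) and 0.31 (*ey*) in males. Several of these directions changed with the scaling. On mean UMIs per nucleus, all 9 genes were lower in females and higher in males. This scale shifts every gene of a sex by the same amount, -0.64 in females and 0.62 in males. The sign changed in females for *spin*, *sr*, *zfh1* and *robo2*, to -0.35, -0.29, -0.53 and -0.47. It also changed for *tim* and *ey*, to -0.55 and -0.60, whose intervals on CPM included 0. In males it changed for *tim* and *zfh1*, to 0.45 and 0.53, and for *spin* and *robo2*, to 0.59 and 0.60. The CPM intervals of *spin* and *robo2* in males included 0.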

Over 60% of differentially expressed genes occur in multiple cell clusters in both males and females. In females, the top 10 genes (*Orcokinin*, *Pdf*, *Ms*, *fabp*, *CG12239*, *Nplp1*, *lncRNA:CR40469*, *CG46385*, *CG8745*, and *ATP8B*) were differentially expressed across multiple clusters. 

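All 10 genes had lower whole-library CPM after exposure in females. The largest falls were those of *Orcokinin*, *Pdf* and *Ms*. *Orcokinin* (CG13565, chromosome 2R, 23946959 to 23949076) went from 639.7 CPM (interval 633 to 647) in the control library to 152 CPM (interval 148 to 155) after NaAsO_2_ exposure, a log2 ratio of -2.08 (interval -2.11 to -2.04), *Pdf* (CG6496, chromosome 3R, 26455462 to 26456141) had a log2 ratio of -1.81 (interval -1.85 to -1.77) and *Ms* (CG6440, chromosome 3R, 24341551 to 24343825) one of -1.38 (interval -1.41 to -1.36). *lncRNA:CR40469* (CR40469, chromosome X, 122493 to 122706) and *CG12239* (CG12239, chromosome X, 5792140 to 5794543) had log2 ratios of -0.68 (interval -0.70 to -0.65) and -0.62 (interval -0.64 to -0.60). The other 5 genes lay between -0.39 (*CG8745*) and -0.050 (*Nplp1*). *Pdf* and *Ms* were also counted in 7 glial classes of females, at median control levels of 122 and 308 CPM against 23355 and 36469 CPM in the female control nuclei of the clusters with the most. Their log2 ratio was below 0 in each of these glial classes, with medians of -1.28 and -1.31. Free RNA from other cells was not excluded as a source of these UMIs.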

In males, *srRNA*, *TotC*, *CG12239*, *Eip74 EF*, *Pzl*, l*ncRNA:CR46004*, *apolpp*, *5-HT2A*, T*otA*, *sr*, *Obp44a*, *Eaat1*, *puc*, *MtnA*, and *CG34393* showed widespread differential expression (Supplementary Table 10).

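In whole-library CPM of males, *srRNA* (CR34096, the mitochondrial genome, 14131 to 14916) rose from 50.8 CPM (interval 48.4 to 53.3) in the control library to 102 CPM (interval 98.3 to 105) after NaAsO_2_ exposure, a log2 ratio of 1.000 (interval 0.92 to 1.08). *Obp44a* (CG2297, chromosome 2R, 8134170 to 8135315) fell from 3177 CPM (interval 3158 to 3196) in the control library to 360.0 CPM (interval 354 to 366) after NaAsO_2_ exposure, a log2 ratio of -3.14 (interval -3.17 to -3.11), and *apolpp* (CG11064, chromosome 4, 1060969 to 1077273) had a log2 ratio of -1.80 (interval -1.83 to -1.77). *TotA* and *TotC* had whole-library log2 ratios of -3.995 (interval -4.06 to -3.93) and -3.86 (interval -3.94 to -3.78), *CG12239* of -0.92 (interval -0.95 to -0.89) and *Eaat1* of -0.63 (interval -0.66 to -0.59). Among the genes that rose, *Pzl*, *lncRNA:CR46004* and *CG34393* had log2 ratios of 0.43, 0.52 and 0.45. *MtnA* had a whole-library log2 ratio of 0.19 (interval 0.16 to 0.21) that was -0.16 with each nucleus scaled to the same total. By class of males with at least 10 UMIs, *MtnA* was below 0 in 15 of 19 classes, with the interval below 0 in 13 and above 0 in 2 and a median of -0.47. *CG12239* and *Eaat1* were above 0 in 9 and 10 of 17 classes, with medians of 0.24 and 0.12, so their whole-library falls did not hold in each class. The RNA of *Obp44a*, *TotA* and *TotC* was also counted in 11, 9 and 6 neuronal classes of males, with control medians of 1508, 106 and 99.8 CPM, and the log2 ratio was below 0 in every one of these classes, with medians of -3.30, -3.12 and -3.30. Free RNA from glia and the fat body was not excluded as a source of these counts.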

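The neuropeptide genes *Orcokinin* and *Nplp1* (CG3441, chromosome 2R, 25032377 to 25040377) were measured in the classes of females with at least 10 UMIs of the gene. *Orcokinin* was below 0 in 19 of 19 classes, with the interval below 0 in 14 and a median log2 ratio of -1.63. *Nplp1* was below 0 in 17 of 19 classes, with the interval below 0 in 7 and above 0 in 1. In glial classes, the control level was between 92.4 and 336 CPM for *Orcokinin* and between 106 and 196 CPM for *Nplp1*, against 23954 and 1676 CPM in the female control nuclei of the clusters with the most, and free RNA was not excluded as a source of part of these counts.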

*Orcokinin* and *Nplp1* are differentially expressed in females in 20 and 18 clusters, respectively, and have been implicated in sleep, locomotion, and feeding (Silva et al., 2021). In males, *Eip74 EF*, a target of the ecdysone signaling pathway, associated with metamorphosis, apoptosis, immune response, and stress (Thummel, 1996; Liu N. et al., 2012; Xiong et al., 2016; Chalmers et al., 2023) is differentially regulated in 13 clusters. 

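In males, *Eip74EF* (CG32180, chromosome 3L, 17558672 to 17619325) had a whole-library log2 ratio of 0.52 (interval 0.46 to 0.57), from 4870 and 7187 UMIs. The log2 ratio was above 0 in 16 of the 17 classes with at least 10 UMIs, with an interval above 0 in 12 and below 0 in 0, and ranged from -0.96 to 1.62.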

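After exposure of males, *puc* (CG7850, chromosome 3R, 8105332 to 8122294) had a whole-library log2 ratio of 0.32 (interval 0.27 to 0.37), from 5333 and 6858 UMIs. The log2 ratio was above 0 in 15 of the 17 classes with at least 10 UMIs, with an interval above 0 in 8 and below 0 in 0, and ranged from -0.76 to 1.50.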

The gene *puc* (*puckered*), a negative regulator of JNK signaling, that contributes to apoptosis, stress responses, and immune function (McEwen et al., 2005) is differentially expressed in 10 cell clusters in response to chronic NaAsO_2_ exposure. Additionally, transcript abundance of the 5-HT2A serotonin receptor, which modulates neural signaling related to feeding and locomotion (Munneke et al., 2022), is altered in 12 cell clusters. These examples underscore the widespread pleiotropic effects on diverse physiological and behavioral phenotypes that are likely to result from arsenic exposure.

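In exposed males, the receptor gene *5-HT2A* (CG1056, chromosome 3R, 4612870 to 4633304) had a whole-library log2 ratio of 0.68 (interval 0.63 to 0.74), from 3724 and 6175 UMIs. The log2 ratio was above 0 in 16 of the 16 classes with at least 10 UMIs, with an interval above 0 in 12 and below 0 in 0, and ranged from 0.13 to 1.22.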

Previous studies have shown extensive genetic variation in susceptibility to cadmium and lead (Zhou et al., 2017) in an advanced intercross population derived from the inbred lines of the *Drosophila* Genetic Reference Panel (DGRP) (Mackay et al., 2012; Huang et al., 2014). Variation in sexual dimorphism in susceptibility to 4-methylimidazole has also been documented in the DGRP (Collins et al., 2024). It is, however, likely that the widespread changes in gene regulation across multiple cell populations in the brain and the sexual dimorphism and sexual antagonism that are characteristic of the neurotranscriptional response to NaAsO_2_ will also be representative for transcriptional responses to other neurotoxins. Furthermore, we analyzed concordance between *Drosophila* and human protein-protein interaction networks and found statistically significant conservation of functional relationships indicating our ability to infer neurotoxic mechanisms in the human brain from the *Drosophila* model.

## Data Availability

Raw data for climbing and lifespan measurements are included in the supplementary tables. All single-nuclei RNA sequences data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE290993) under accession numbers GSE290993, GSM8827136, GSM8827137, GSM8827138 and GSM8827139. R code that was used to perform Seurat-based and Network-based analyses is available at GitHub repositories https://github.com/Anuragbio/As-snRNAseq and https://github.com/vshanka23/mcpp_network_significance respectively.

# Supplementary material for: Arsenic toxicity in the Drosophila brain at single cell resolution
**Source:** Front Toxicol. 2025 Jul 10;7:1636431. doi: 10.3389/ftox.2025.1636431
**Supplement:** Supplementary file 1

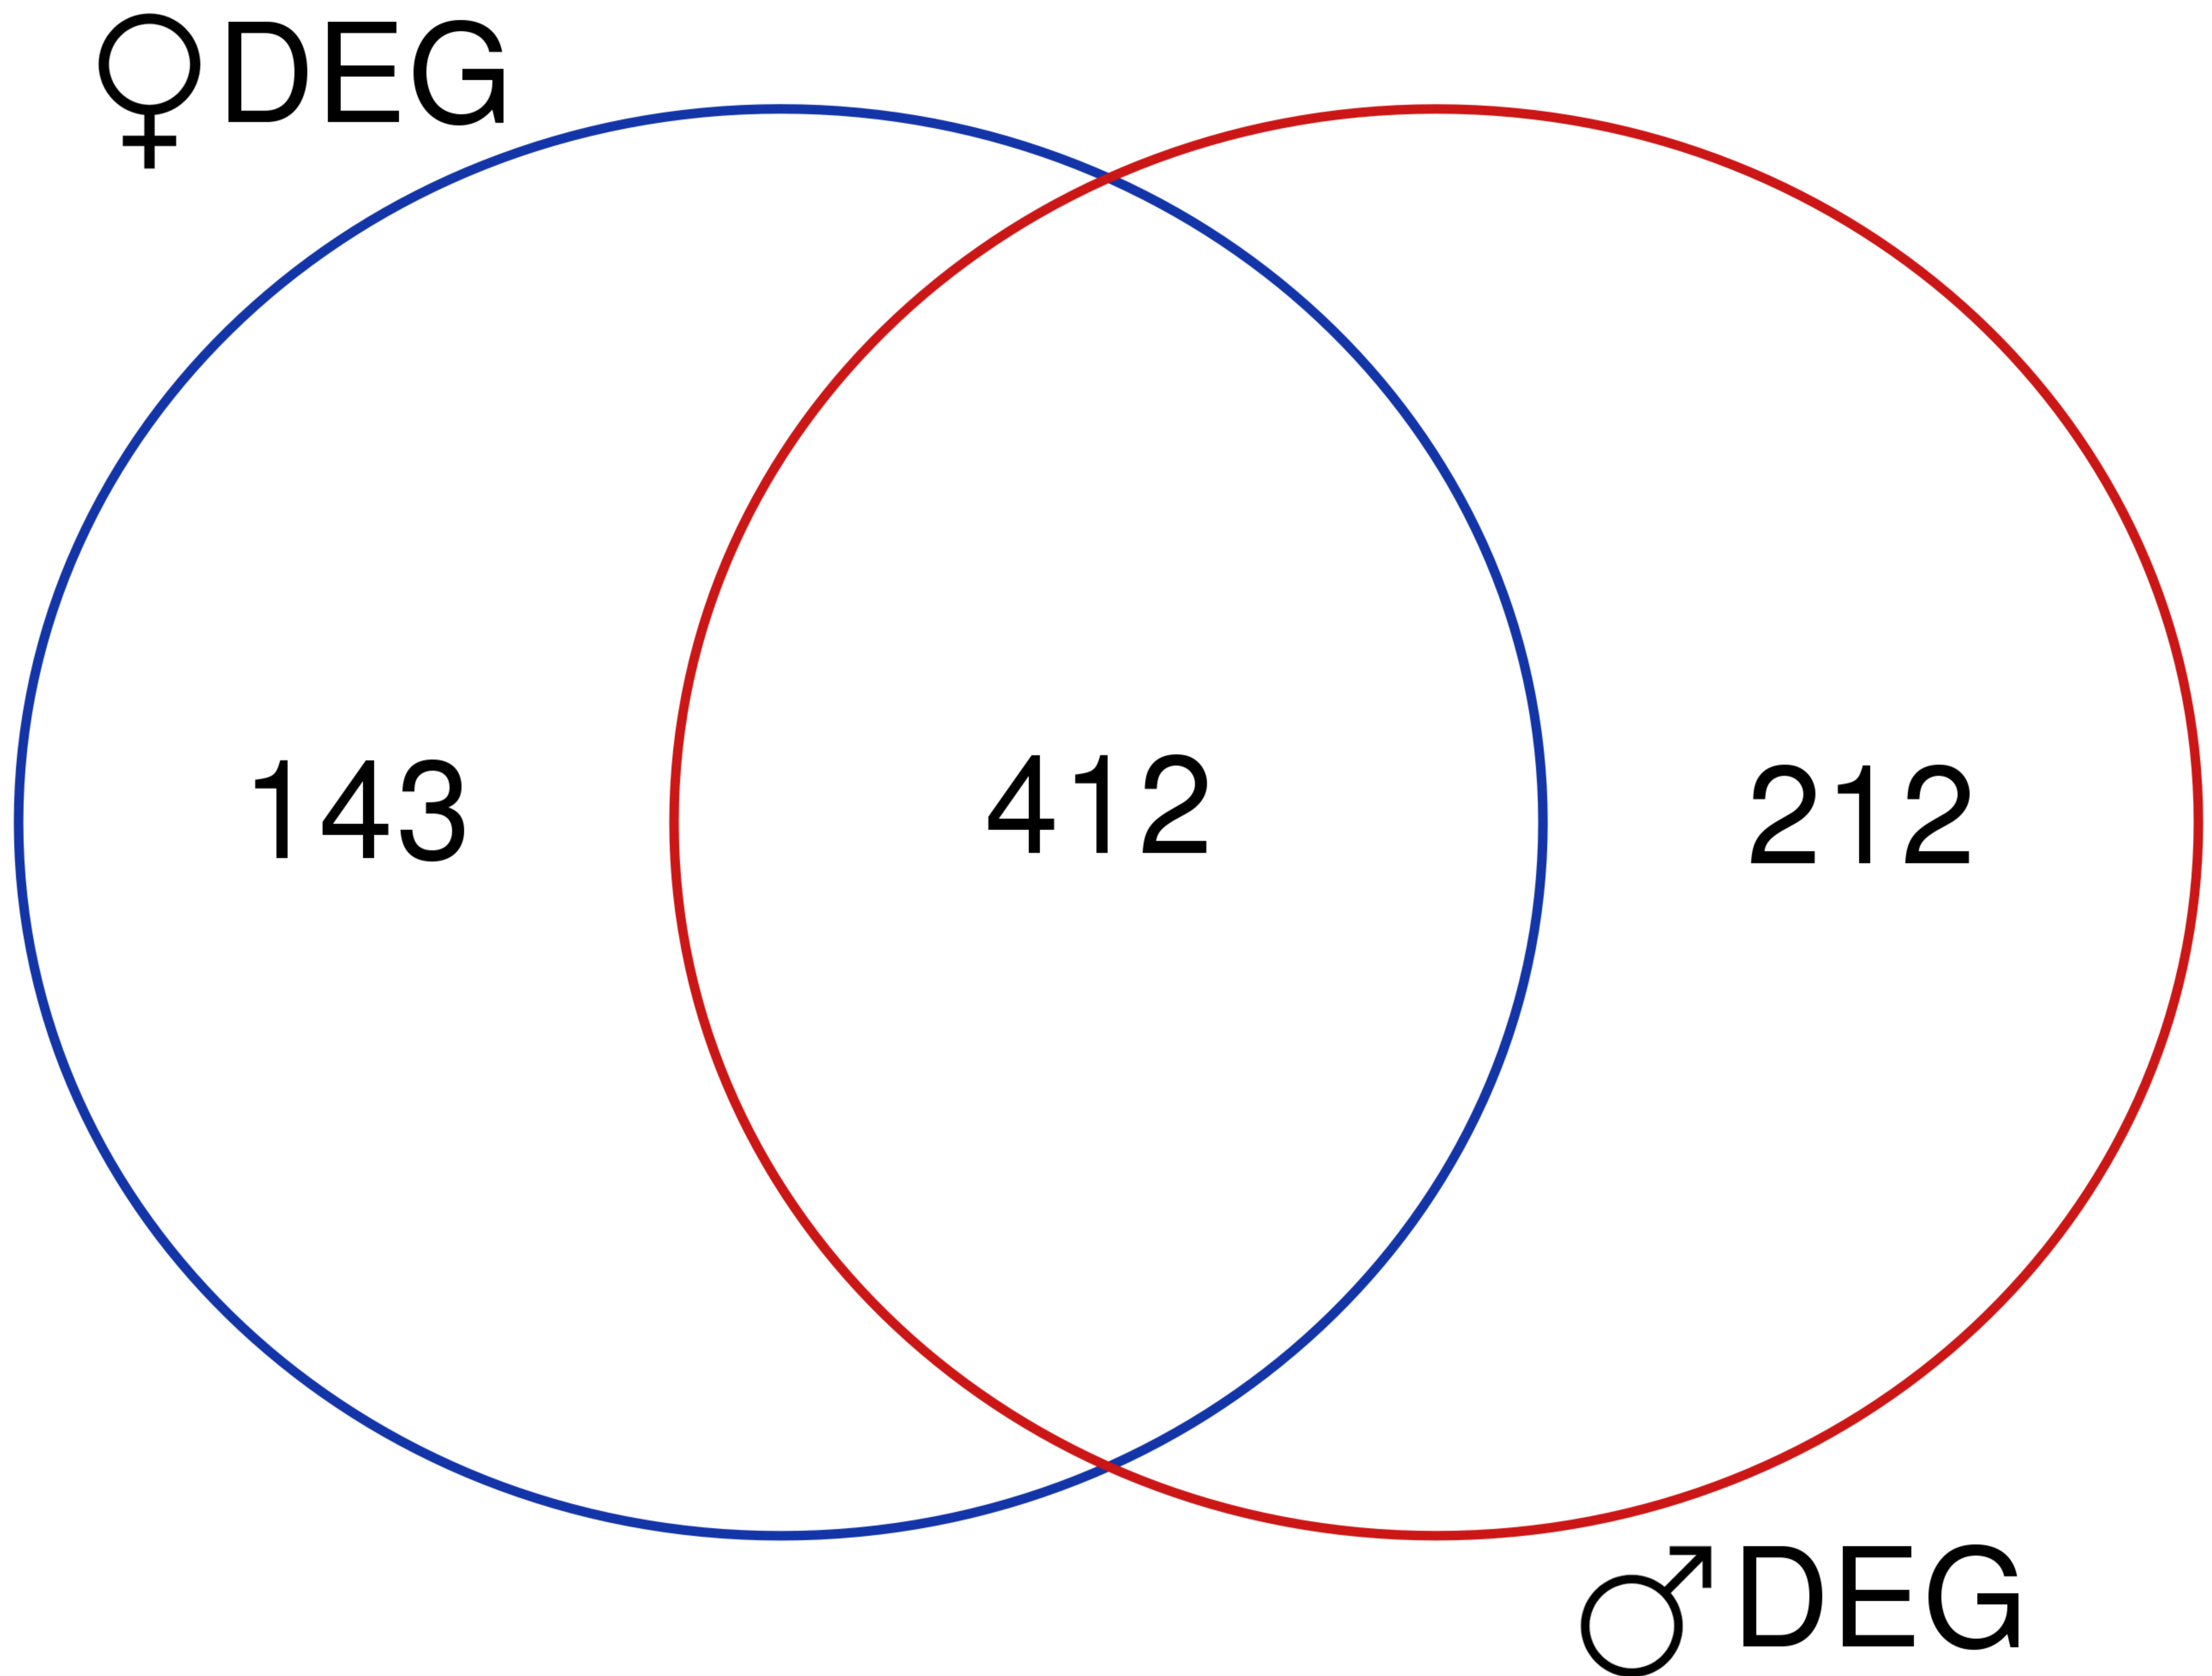

**Figure S2. Venn diagram that illustrates the differentially expressed genes (DEGs) that are shared and unique between males and females across all clusters.**

# Supplementary material for: Arsenic toxicity in the Drosophila brain at single cell resolution
**Source:** Front Toxicol. 2025 Jul 10;7:1636431. doi: 10.3389/ftox.2025.1636431
**Supplement:** Supplementary file 6

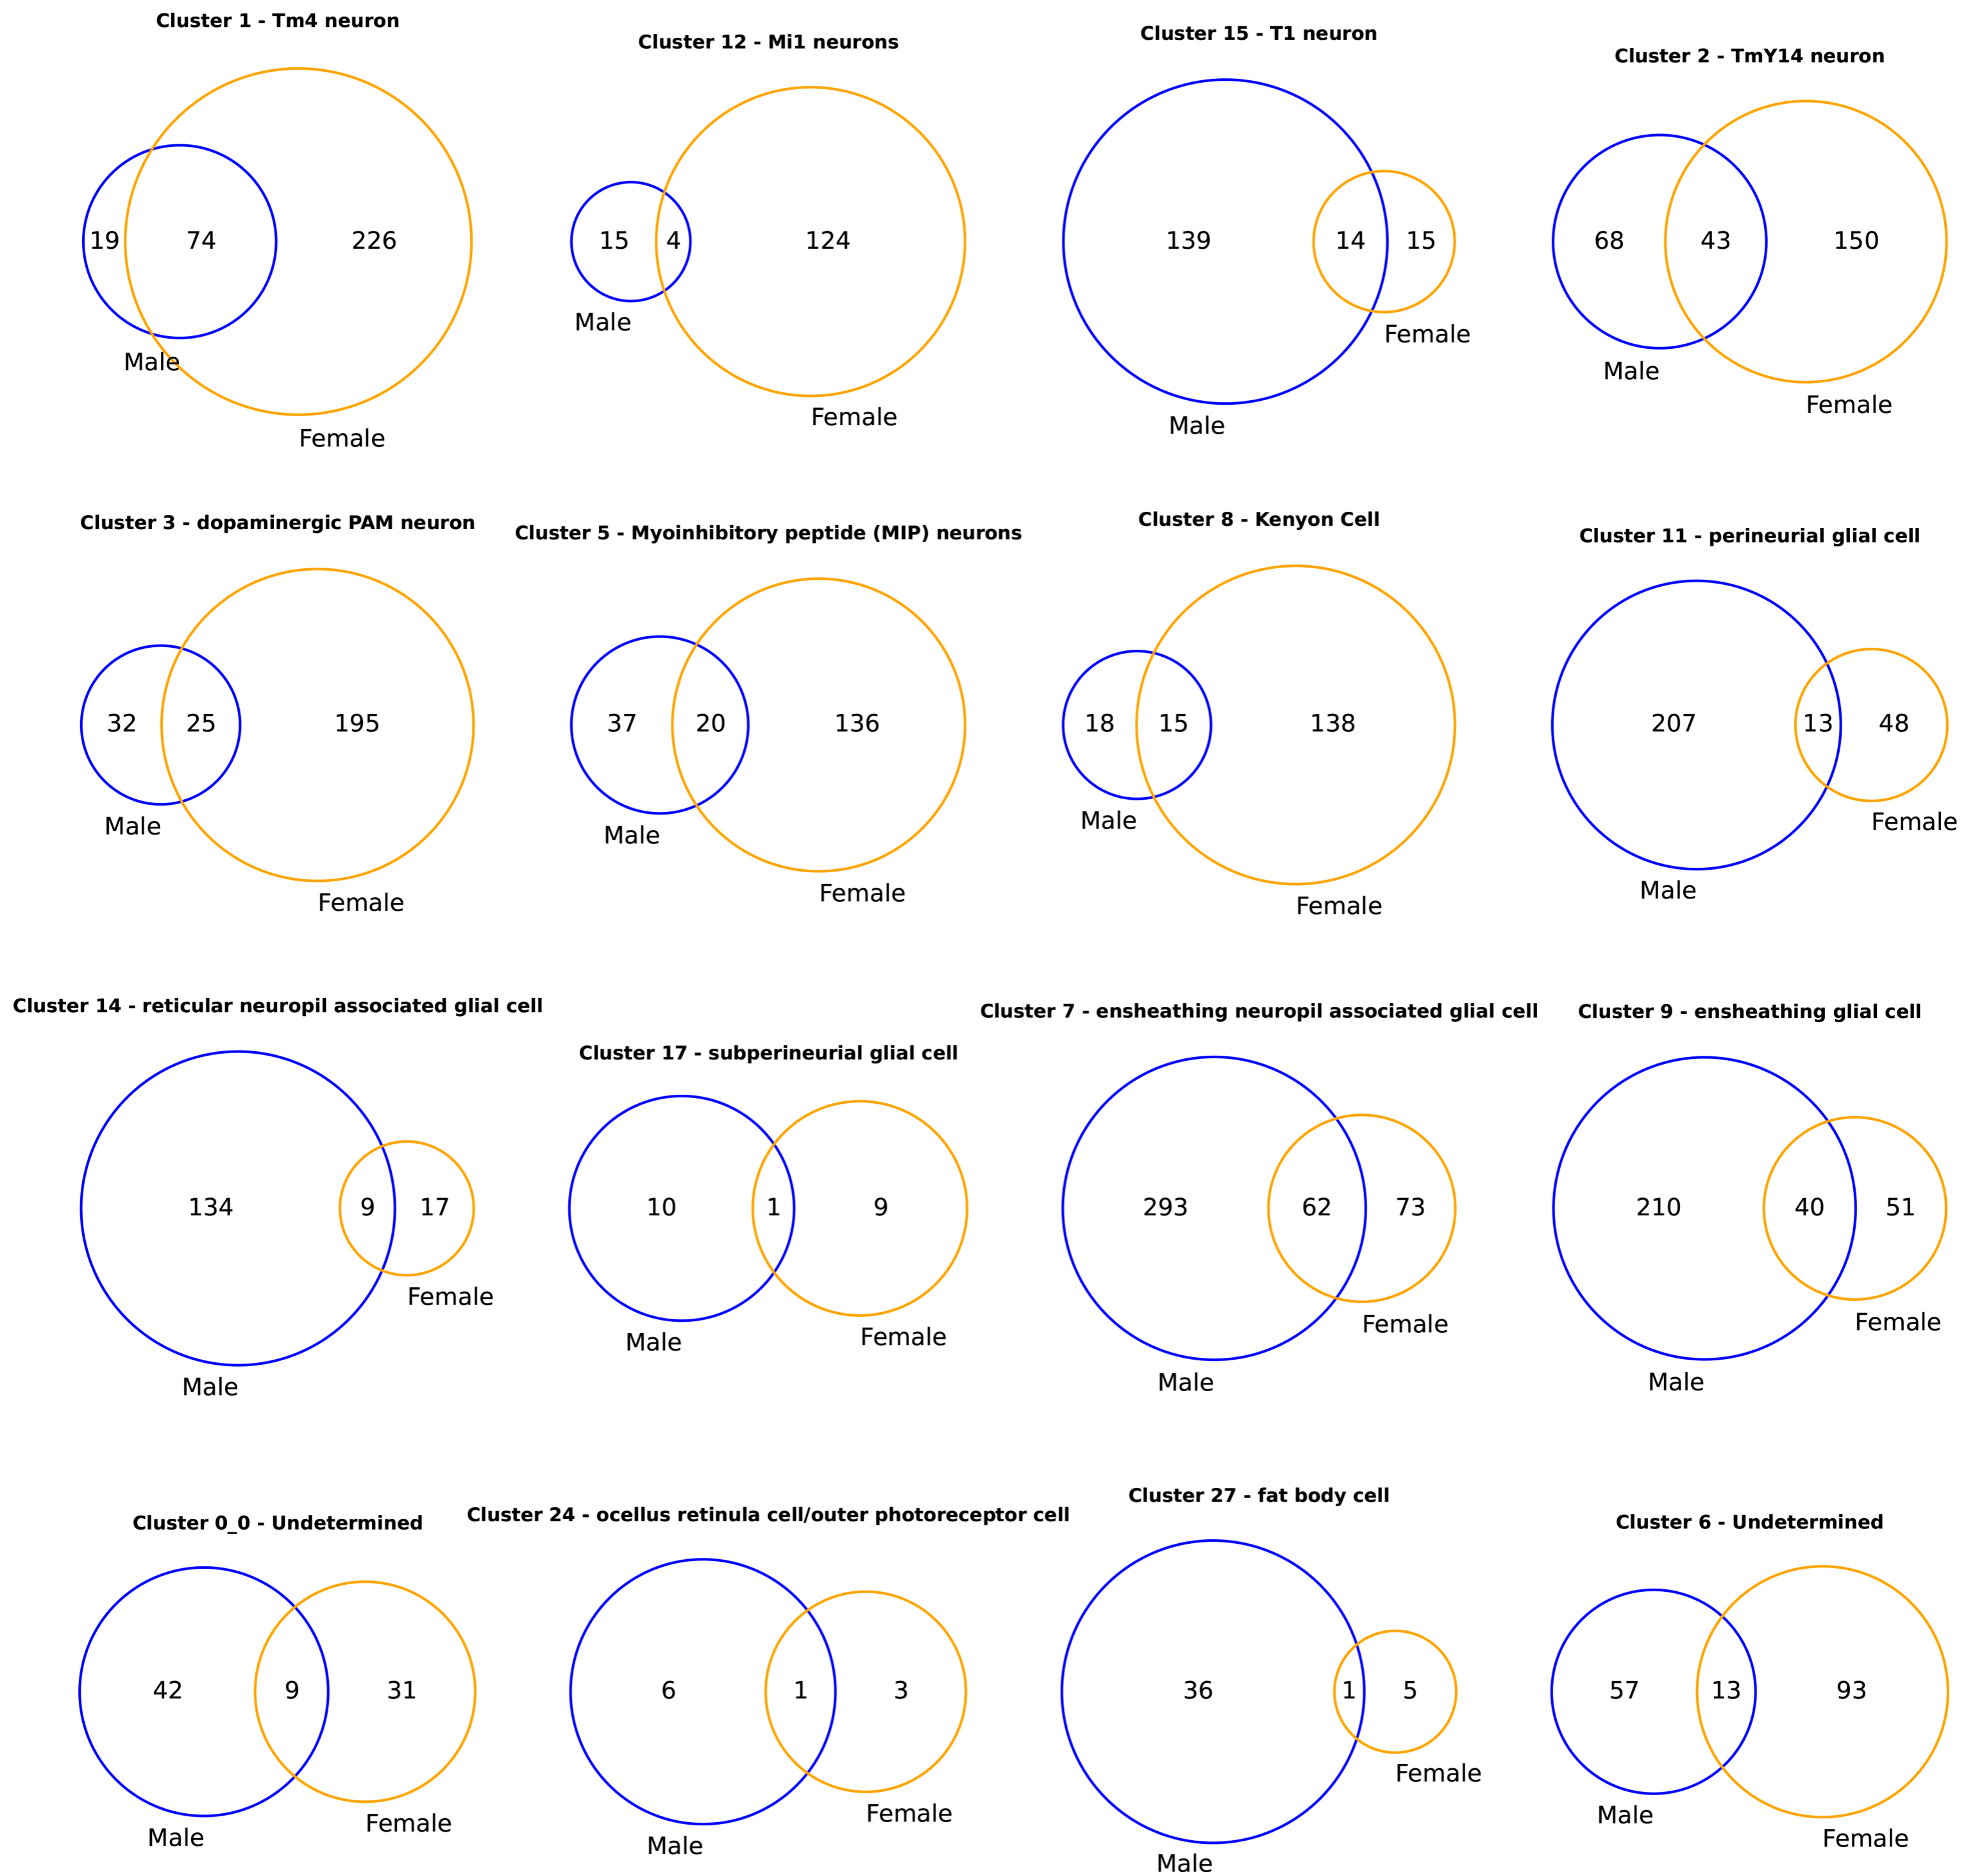

**Figure S3. Venn diagram that illustrates the differentially expressed genes (DEGs) that are shared and unique between males and females for each cluster separately.**

# Supplementary material for: Arsenic toxicity in the Drosophila brain at single cell resolution
**Source:** Front Toxicol. 2025 Jul 10;7:1636431. doi: 10.3389/ftox.2025.1636431
**Supplement:** Supplementary file 8

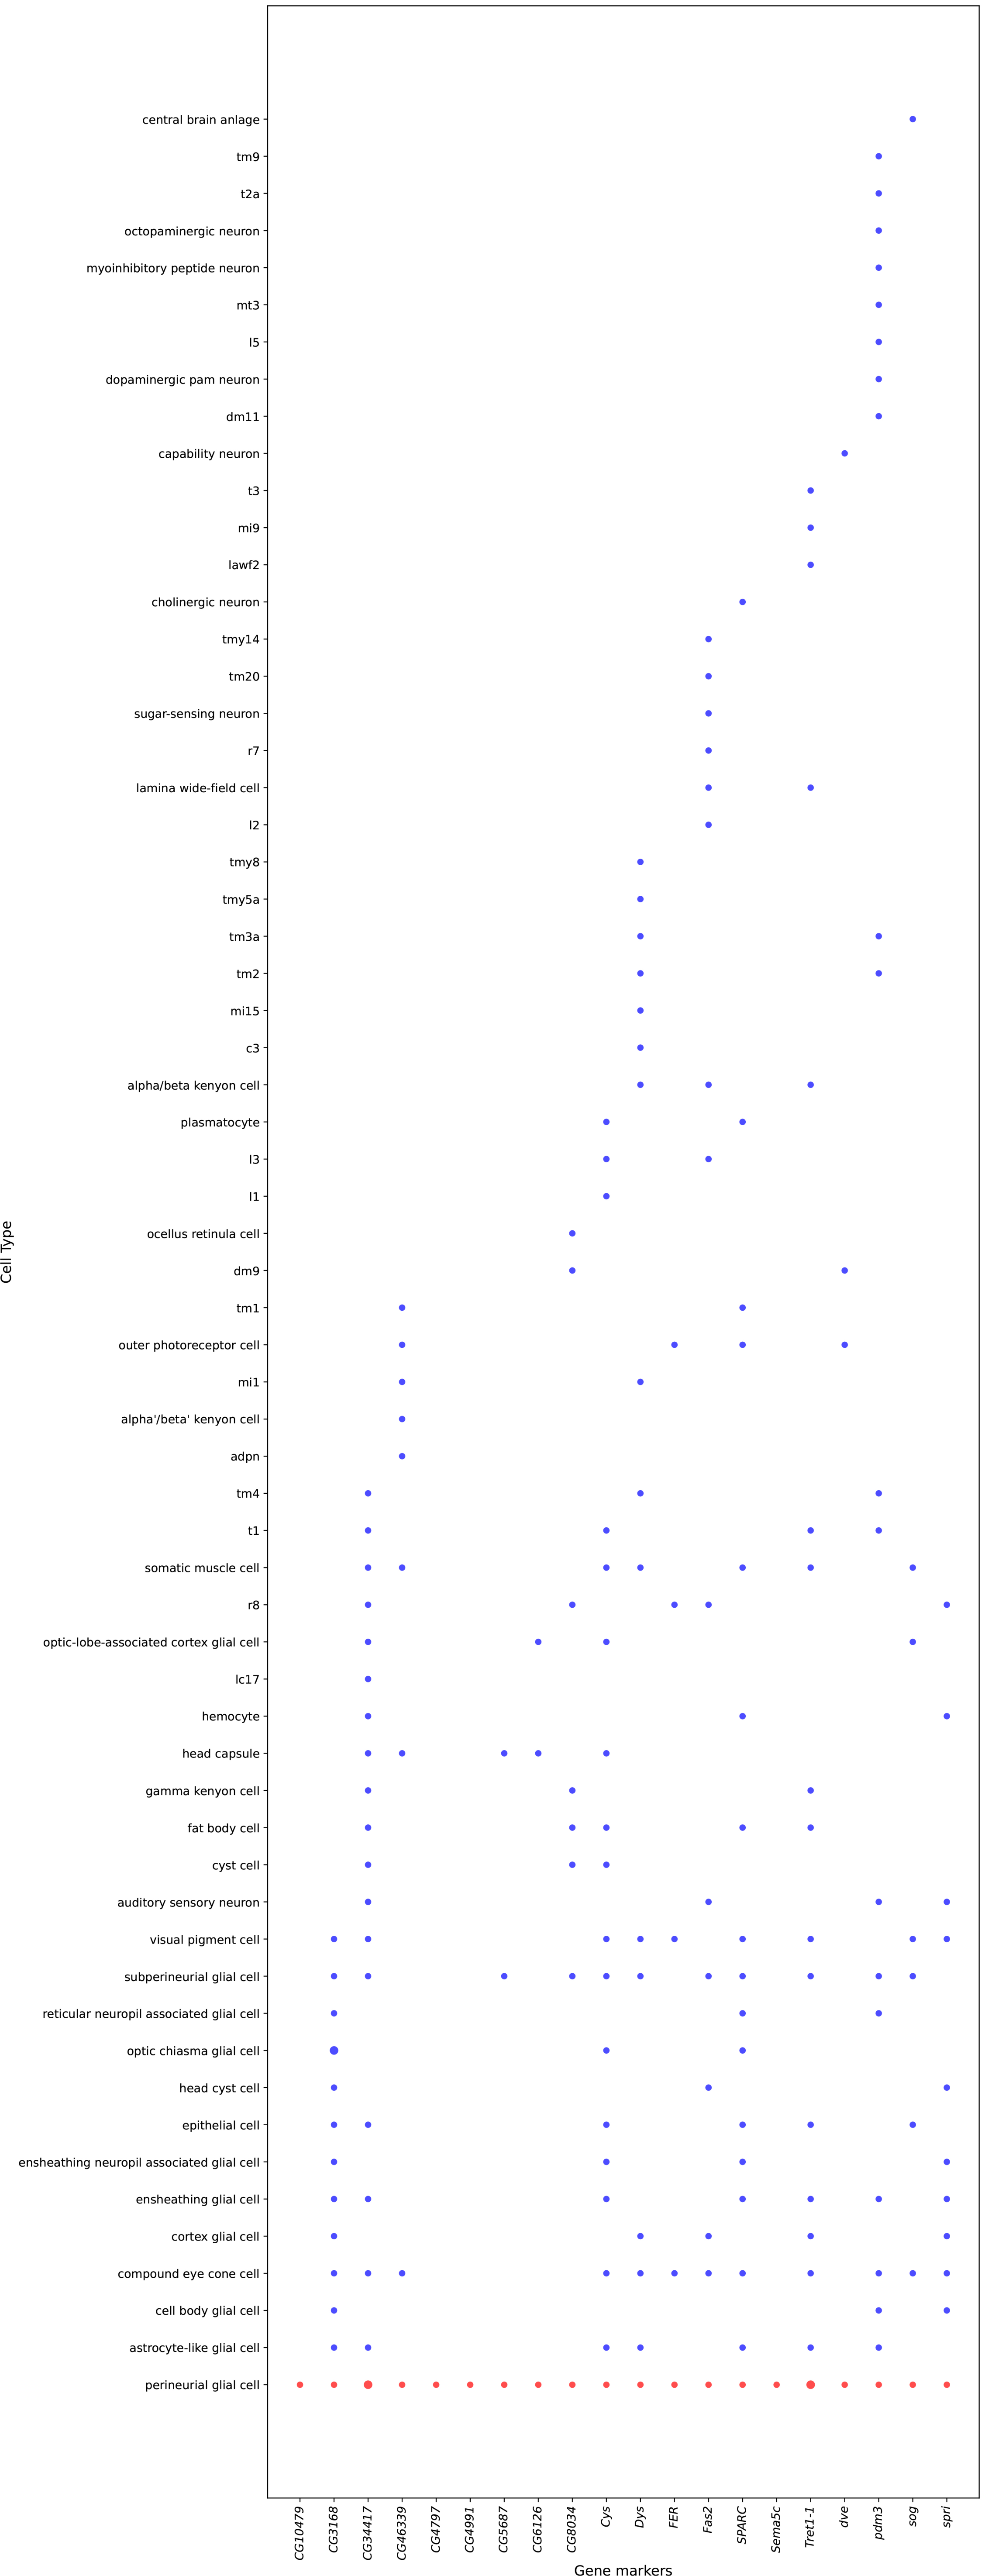

**Figure S1. Example of cell cluster annotation.** Cluster 11 was annotated as perineurial glial cells based on the BGEE frequency of gene expression for the top 20 marker genes, all of which were exclusively expressed in a single cell type.

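The list of 20 markers that Table S5 gives for cluster 11 was used on the deposited counts as well. A cluster of 2357 nuclei had 6 of these markers, among them *pippin* (*CG4797* in the list), *Tret1-1* and *sog*, in its 10 leading genes by fold over the other nuclei, and all 20 detected markers of the list were more than 1.5-fold higher there. It was therefore called perineurial glial cell-like.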

# Supplementary material for: Arsenic toxicity in the Drosophila brain at single cell resolution
**Source:** Front Toxicol. 2025 Jul 10;7:1636431. doi: 10.3389/ftox.2025.1636431
**Supplement:** Supplementary file 9

## Histogram with KDE Overlay

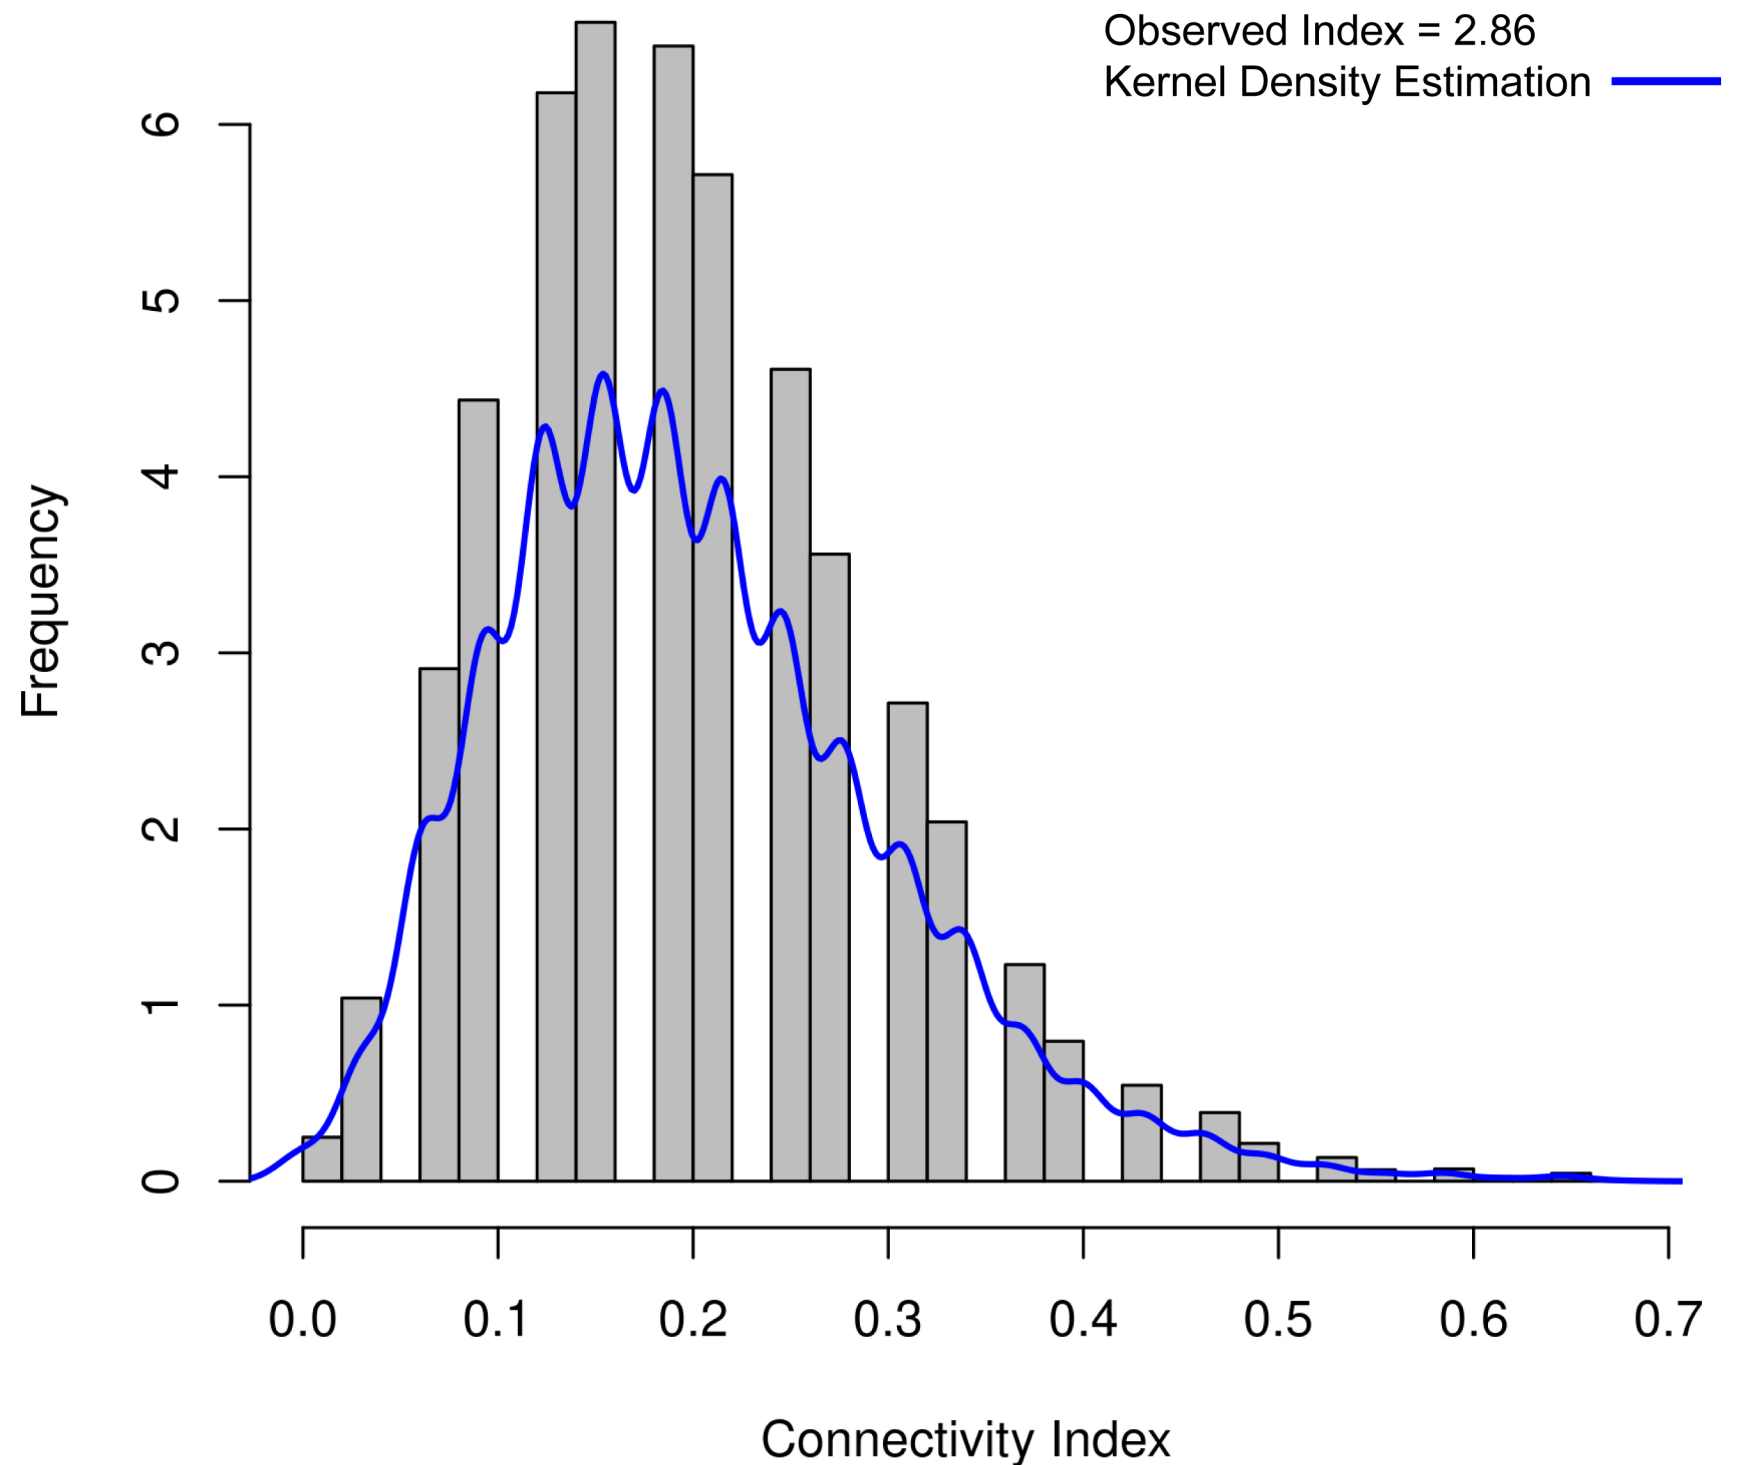

**Figure S5: Histogram of the null distribution with kernel density estimation overlay calculated for network connectivity indices from the randomly sampled subnetworks.**

How the deposited data were processed for this re-analysis (not part of the article)

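Single nucleus RNA sequencing counts from 4 libraries were used: female and male CSB flies on control medium or on medium with 250 µM NaAsO_2_, each from 10 pooled brains. The authors made the matrices with Cell Ranger, and the deposited values are counts of UMIs per gene and nucleus, with no normalization. The methods of the paper give version 3.1 of Cell Ranger and the header of the matrices a later one, and the annotation version is not stated. Of the 17772 genes, 17705 were matched by identifier to the RefSeq annotation of release 6, which gave symbols and coordinates, and the others kept their identifier. Depth per library is given with the first result. With 1 library per sex and treatment, no test across samples, error between flies or count of changed genes was computed. The intervals leave out differences between nuclei, flies and libraries, and those beside shares take pairs as independent.

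Counts were read and summed with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. Analytic Pearson residuals (theta 100) were computed within each library for 3000 variable genes, leaving out the genes that the paper names as changed, the genes of Figure 7, *roX* and *Yp* genes, and mitochondrial and rRNA genes. Louvain clustering (python-igraph 0.11.9, resolution 1) ran on a shared neighbour graph (20 neighbours, scikit-learn 1.9.0) of 10 principal components. An unnamed cluster with over 5% of the nuclei was clustered again at resolution 0.2. A cluster took the name of a list of Table S5 when at least 3 of its 10 leading genes (pseudocount 5 CPM, at least 50 UMIs) were on that list and 50% of the list was at least 1.5-fold higher than in the other nuclei. A glial name also needed at least 2 of the broad glial markers *repo*, *loco* and *nrv2* to be at least 2-fold higher than in the other nuclei, and a neuronal name needed fewer than 2. By this, 5 clusters that met the other thresholds stayed unnamed, with 6.43% of the female control, 5.49% of the male control, 5.43% of the female NaAsO_2_ and 6.90% of the male NaAsO_2_ nuclei. The genes left out of the residuals were left out of the leading genes too. Genes chosen by the size of their change were not, and *lectin-28C*, *lectin-24Db* and *CG42711* were among the leading genes of plasmatocyte-like nuclei, *CG9377* of 1 ensheathing neuropil associated glial cell-like cluster and *SIFa* of 1 Kenyon cell-like cluster. These naming thresholds were set after the clusters were seen, and the lists were written down before. Doublets were not removed in the main values, since the paper states no removal. Scrublet scores (scanpy 1.11.5) were used in an alternative that removed 0.8% of the nuclei per 1000 nuclei, which took out 2945, 1775, 5134 and 800 nuclei of the female control, male control, female NaAsO_2_ and male NaAsO_2_ libraries. Figures were drawn with matplotlib 3.10.9.

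The comparisons, the alternatives other than those named below as added, the marker lists and the rule for naming genes were set before the data were examined. The rule named every gene that the Results or Discussion of the paper names as changed, the genes of Figure 7, and the 5 genes with the largest change of each pattern (higher in both sexes, lower in both, and opposite in either order), by the smaller of the 2 sexes' absolute log2 ratios, among those with at least 200 UMIs in each sex. Gene-cluster pairs needed at least 10 UMIs over both libraries of a sex. The alternatives were mean UMIs per nucleus without scaling, log2 ratios centred on the median gene, each nucleus scaled to the same total, each nucleus thinned to 1000 UMIs, totals without mitochondrial and rRNA genes, 30 principal components, resolution 2, clustering without the genes of Table S6, removal of doublets, a minimum of 500 UMIs per nucleus, other minimums of UMIs per pair or gene, pairs in the whole library and no thinning. Added after the data were seen were the same number of deepest nuclei in each library, nuclei with at least as many UMIs as the lowest male NaAsO_2_ nucleus, and, for differences beside Table S6, each nucleus scaled to its own library's median.

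The sums, ratios and intervals were tested on simulated data made by thinning the female control nuclei, with 200 genes changed 2-fold. The intervals held the simulated change for 99.1% of 10702 genes in the whole female library, raised and lowered genes stood 1.01 and -1.01 from unchanged ones, and 100% of the changed genes had the right sign. Both simulated libraries came from the same nuclei, so this could not show how far the intervals miss differences between nuclei. With changed genes present, 57.8% of unchanged pairs were below 0 on CPM and 50.6% after centring, so CPM shares can carry a shift from the changed genes. Among the observed female pairs, centring moved the share the other way, from 59.6% to 72.4%. Survival, behaviour, gene ontology and network results were not analysed here, and Table S1 was not used here.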

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

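In this part, the tests of the deepest nuclei, of *Rh2* scaling and of plasmatocytes were chosen only after the result was seen. The test of mislabelled samples was set beforehand. With 1 library per group, no difference between the sexes was tested.

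UMIs per nucleus moved in opposite directions in the sexes, with median ratios after exposure of 0.618 in females and 1.46 in males. A swap of female and male labels was argued against by *lncRNA:roX1*, whose lowest level in a library named male was 16386 CPM. The gene does not tell control from NaAsO_2_ libraries of 1 sex, so a swap of these labels was not tested. A candidate explanation for males is that the deepest barcodes alone were kept in the male NaAsO_2_ library, which holds 10000 nuclei and none under 1766 UMIs. Among the same number of deepest nuclei of each library the male ratio was 1.16, so part of the rise was left, and how many barcodes were dropped is not known, which keeps this explanation open. A minimum of 1766 UMIs in both libraries of a sex draws such ratios towards 1 and decides nothing, with 1.03 in males and 0.870 in females. Dropped barcodes of the male library cannot be the source in females, where the ratio was 0.618 with a lowest total of 500 UMIs in both libraries. An effect of NaAsO_2_ on RNA content, and differences in loading or sequencing between libraries, stay open as untested.

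*Rh2* in photoreceptor-like nuclei had log2 ratios of 0.37 in females and -2.13 in males. The direction in females depended on the scale. With all nuclei scaled to one total the log2 ratio was 0.30, while each nucleus scaled to the median of its own library gave a difference of -13.7 UMIs per nucleus, near the paper's -13.1. These scales differ only by the ratio of the library medians, so a difference in depth may be a source of the fall listed in Table S6. On the second scale *MtnA*, *TotA* and *TotC* in the fat body were not within 1.5 times of their values in Table S6, which keeps this explanation open. A response of males that females lack stays open as untested.

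By the rule for naming genes, 5 genes were lower in females and higher in males, with female and male log2 ratios of *sncRNA:CR43701* -0.78 and 0.92, *CG42307* -1.19 and 0.70, *lncRNA:CR45660* -0.76 and 0.69, *snoRNA:Psi28S-3342* -0.70 and 0.69 and *lncRNA:CR40469* -0.68 and 1.50. Another 5 were higher in females and lower in males: *lectin-28C* 2.08 and -2.08, *CG42711* 2.05 and -2.11, *Cyp6a23* 2.13 and -2.05, *lectin-24Db* 1.94 and -2.54 and *CG42369* 1.93 and -2.71. The second group was set beside the plasmatocyte list of Table S5, of which *lectin-28C*, *CG42711* and *lectin-24Db* are members. In the whole library, the list's median was 1.42 in females and -1.48 in males. The share of plasmatocyte-like nuclei moved with the list, from 0.808% to 1.18% of the nuclei in females (155 and 298 nuclei) and from 1.86% to 0.860% in males (277 and 86 nuclei), so another share may be part of the cause, although the list also defines the class. As the whole cause it is argued against by the median within plasmatocyte-like nuclei of males, -1.58, where all genes had a median of -0.17. Within these nuclei of females the list's median was 0.96. Nuclei of another type inside the class, and a response of plasmatocytes that differs by sex, stay open.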

How the results depend on the processing

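In this part, the settings with the deepest nuclei and with a minimum UMI total were chosen only after the result was seen. Leaving out a replicate was not possible with 1 library per group. No paired analysis was possible because each group has 1 library and the labels carry no pairs. Of 187 values of summaries under an alternative, 103 stayed within the interval of the main value, 81 moved beyond it and 3 changed direction. For single genes, the numbers were 902, 482 and 57 of 1441, where a change of direction was counted only for values whose interval left out 0. Of the 141 reported values of single genes, 40 had another sign under some setting, and 26 of these had an interval that left out 0. These numbers include mean UMIs per nucleus and centring, which shift all genes of a class by the same amount. A change of sign under these settings therefore follows from that shift and does not tell genes apart. The minimum of 500 UMIs per nucleus removed nothing, since no nucleus had fewer. Thinning to 1000 UMIs left out 1718 female control, 2417 male control, 7013 female NaAsO_2_ and 0 male NaAsO_2_ nuclei. The values below are those that moved for a summary or, for a gene whose interval left out 0, changed sign, and the cause was not tested for any of them.

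On mean UMIs per nucleus, the values were 94.0 for female pairs below 0 (%), 85.9 for male pairs above 0 (%), 84.0 for shared genes lower in females and higher in males (%), 98.3 for shared genes lower in females (%), 84.5 for shared genes higher in males (%), 0.685 for median absolute log2 ratio, neuron, females, 0.408 for median absolute log2 ratio, neuron, males, 0.332 for median absolute log2 ratio, glia, females, 0.860 for median absolute log2 ratio, glia, males, 2.92 for *MtnA* in fat body, males, 4.86 for *MtnA* in fat body, females, -4.21 for *TotA* in fat body, males, -4.07 for *TotC* in fat body, males, 0.69 for *Cyp28d1* in neuropil ensheathing glia, males, 0.88 for *Cyp28d1* in pooled glia, males, 0.57 for *Cyp28a5* in neuropil ensheathing glia, males, 0.98 for *Ugt49C1* in perineurial glia, males, -0.21 for *Ugt35B1* in neuropil ensheathing glia, females, 0.60 for *Sod3* in ensheathing glia, males, 0.38 for *Sod3* in neuropil ensheathing glia, males, 0.79 for *Sesn* in perineurial glia, males, -0.52 for *VGlut* in pooled neurons, females, -0.68 for *Vmat* in pooled neurons, females, -0.023 for *Gat* in neuropil ensheathing glia, females, 0.68 for *dsx* in ensheathing glia, males, -0.35 for *spin* in the whole library, females, -0.29 for *sr* in the whole library, females, 0.45 for *tim* in the whole library, males, -0.53 for *zfh1* in the whole library, females, 0.53 for *zfh1* in the whole library, males, -0.47 for *robo2* in the whole library, females and 87.7 for named genes in the paper's direction (%).

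Centred on the median gene, the values were 72.4 for female pairs below 0 (%), 72.0 for male pairs above 0 (%), 53.4 for shared genes lower in females and higher in males (%), 77.7 for shared genes lower in females (%), 64.6 for shared genes higher in males (%), 0.354 for median absolute log2 ratio, neuron, males, 0.178 for median absolute log2 ratio, glia, females, 0.398 for median absolute log2 ratio, glia, males, 2.31 for *MtnA* in fat body, males, -4.82 for *TotA* in fat body, males, -4.68 for *TotC* in fat body, males, 0.073 for *Cyp28d1* in pooled glia, males, -0.039 for *Vmat* in pooled neurons, females, 0.032 for *tim* in the whole library, males and 0.11 for *zfh1* in the whole library, males.

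With each nucleus scaled to the same total, the values were 20.1 for shared genes lower in females and higher in males (%), 0.134 for median absolute log2 ratio, neuron, females, 0.176 for median absolute log2 ratio, glia, females, 0.407 for median absolute log2 ratio, glia, males, 2.45 for *MtnA* in fat body, males, 3.32 for *MtnA* in fat body, females, -3.38 for *TotA* in fat body, males, -3.35 for *TotC* in fat body, males, -0.10 for *Vmat* in pooled neurons, females, 0.023 for *Vmat* in perineurial glia, females, -0.15 for *Vmat* in pooled other nuclei, males, -0.034 for *zfh1* in the whole library, females, 0.056 for *dac* in the whole library, females and -0.16 for *MtnA* in the whole library, males.

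Thinned to 1000 UMIs per nucleus, the values were 62.8 for female pairs below 0 (%), 0.269 for median absolute log2 ratio, neuron, males, 0.147 for median absolute log2 ratio, glia, females, 0.308 for median absolute log2 ratio, glia, males, 2.85 for *MtnA* in fat body, males, 3.98 for *MtnA* in fat body, females, -3.49 for *TotA* in fat body, males, -3.53 for *TotC* in fat body, males, 0.27 for *Ugt49C1* in perineurial glia, males, -0.11 for *Ugt35B1* in neuropil ensheathing glia, females, -0.028 for *Vmat* in pooled neurons, females, -0.035 for *zfh1* in the whole library, females and 0.016 for *dac* in the whole library, females.

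From 30 principal components, the values were 0.56 for *Cyp28d1* in pooled glia, males, -0.19 for *Vmat* in pooled neurons, females, -0.028 for *Vmat* in pooled other nuclei, males and 43 for clusters.

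At resolution 2, the values were 0.317 for median absolute log2 ratio, neuron, males, 0.186 for median absolute log2 ratio, glia, females, -0.34 for *Vmat* in pooled neurons, females, -0.22 for *Vmat* in pooled other nuclei, males and 45 for clusters.

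Clustered without the genes of Table S6, the values were 0.316 for median absolute log2 ratio, neuron, males, 0.162 for median absolute log2 ratio, glia, females, 0.379 for median absolute log2 ratio, glia, males, 2.76 for *MtnA* in fat body, males, -0.32 for *Cyp28a5* in ensheathing glia, males, -0.053 for *Ugt49C1* in ensheathing glia, males, 0.038 for *Vmat* in perineurial glia, females, -0.70 for *Vmat* in pooled other nuclei, males and 13338 for nuclei in named classes.

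After doublets were removed, the values were 1.50 for median UMI ratio, males, 0.214 for median absolute log2 ratio, glia, females and 0.399 for median absolute log2 ratio, glia, males.

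Among the same number of deepest nuclei in each library, the values were 0.719 for median UMI ratio, females, 1.16 for median UMI ratio, males, 62.3 for female pairs below 0 (%), 49.5 for shared genes higher in males (%), 0.129 for median absolute log2 ratio, neuron, females, 0.183 for median absolute log2 ratio, glia, females, 0.345 for median absolute log2 ratio, glia, males, 4.86 for *MtnA* in fat body, females, -4.68 for *TotA* in fat body, males, -4.52 for *TotC* in fat body, males, 0.12 for *Cyp28d1* in neuropil ensheathing glia, males, 0.13 for *Ugt49C1* in perineurial glia, males, -0.49 for *Gat* in reticular glia, females, 0.092 for *tim* in the whole library, males and 0.059 for *zfh1* in the whole library, males.

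Among nuclei with at least as many UMIs as the lowest male NaAsO_2_ nucleus, the values were 0.870 for median UMI ratio, females, 1.03 for median UMI ratio, males, 64.6 for female pairs below 0 (%), 66.1 for male pairs above 0 (%), 33.3 for shared genes lower in females and higher in males (%), 51.7 for shared genes higher in males (%), 0.129 for median absolute log2 ratio, neuron, females, 0.316 for median absolute log2 ratio, neuron, males, 0.188 for median absolute log2 ratio, glia, females, 0.342 for median absolute log2 ratio, glia, males, 4.78 for *MtnA* in fat body, females, -4.77 for *TotA* in fat body, males, -4.61 for *TotC* in fat body, males, 0.43 for *Cyp28d1* in neuropil ensheathing glia, males, 0.10 for *Cyp28d1* in pooled glia, males, 0.47 for *Cyp28a5* in neuropil ensheathing glia, males, 0.20 for *Ugt49C1* in perineurial glia, males, 0.10 for *Sod3* in neuropil ensheathing glia, males, 0.051 for *Sesn* in perineurial glia, males, -0.54 for *Gat* in reticular glia, females, 0.16 for *tim* in the whole library, males, 0.14 for *zfh1* in the whole library, males and 0.021 for *rhea* in the whole library, females.

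For pairs measured in the whole library, the values were 66.0 for female pairs below 0 (%) and 51.0 for male pairs above 0 (%).

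For genes with at least 500 UMIs, the values were 0.0841 for median absolute log2 ratio, neuron, females, 0.236 for median absolute log2 ratio, neuron, males, 0.147 for median absolute log2 ratio, glia, females and 0.287 for median absolute log2 ratio, glia, males.

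Where neurons and glia were not thinned, the values were 0.370 for median absolute log2 ratio, neuron, males and 0.378 for median absolute log2 ratio, glia, males.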

Differences from the paper's values

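In this part, the settings of the deepest nuclei and of a minimum UMI total and the scaling of each nucleus to its own library's median were chosen after seeing the values.

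Of the genes listed in both sexes, the paper gives 94.7% as lower in females and 82.7% as higher in males, against 56.1% and 43.9% here on CPM of the whole library. These are unlike measures, since the paper compared nuclei within clusters and whole-library ratios also move with the shares of cell types. Male pairs above 0 were 63.6% in matching classes or pooled nuclei and 51.0% in the whole library. Among the alternatives set before the data were examined, mean UMIs per nucleus (98.3% and 84.5%) and centring on the median gene (77.7% and 64.6%) came within 1.5 times of the paper's values, and the others did not. In Table S6, the paper lists 97.9% of the gene-cluster pairs in females as lower, against 59.6% here. Mean UMIs per nucleus gave 94.0%, centring 72.4% and pairs in the whole library 66.0%, all within 1.5 times, and the other alternatives were not.

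For *MtnA* in the fat body, the paper gives a 42-fold rise in males and a 43-fold rise in females, against ratios of 6.17 and 22.6 here. No alternative closed the gap of the ratio in males. In females, mean UMIs per nucleus gave 29.1, within 1.5 times, and so did the deepest nuclei, at 29.1, a setting chosen after seeing the values. The other alternatives did not. Table S6 heads these values as average differences between treatment and control. On that scale the male *MtnA* value of the paper was 43.4 and the difference of mean UMIs per nucleus 36.0, within 1.5 times. The female value of the paper was 42.7 and the difference 84.0, and no alternative closed the gap. Scaling each nucleus to its own library's median, chosen after seeing the values, gave 23.9 in males and 15.7 in females, neither within 1.5 times.

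For *TotA* and *TotC* in males, the paper gives decreases of 70-fold and 48-fold, against 22.7 and 20.5 here. As differences, the paper's values were -70.9 and -48.6, against -142 and -88.0 UMIs per nucleus. No alternative closed any of these 4 gaps, and scaling to each library's median, chosen after seeing the values, gave -31.8 and -21.5, also not within 1.5 times.

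For *Rh2*, the paper gives decreases of 25-fold in males and 13-fold in females. The control CPM was 4.38 times that after exposure in males and 0.773 times in females. Clustering without the genes of Table S6, set before the data were examined, gave 21.7 in males, within 1.5 times, and the other alternatives did not. None closed the gap in females. As differences, the paper's values were -25.7 in males and -13.1 in females, against -86.4 and 4.38 UMIs per nucleus. Thinning to 1000 UMIs gave -21.2 in males, and no other alternative set before the data were examined reached either value. Scaling each nucleus to its own library's median, chosen after seeing the values, gave -28.5 in males and -13.7 in females.

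Over the 57 directions that the paper states for named genes in cell types, 37 had the paper's sign on CPM, 64.9% (interval 51.1 to 77.1%), and 50 had it on mean UMIs per nucleus. Table S6 lists 51 of these directions with the sign of the paper's text, and 35 of them had it on CPM. The other 6 are in the text but not in Table S6 for that cluster and sex: *Cyp4g15*, *Cyp6w1* and *GstE9*, and *Sod3* in the fat body, perineurial and neuropil ensheathing glia of males.

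The paper states a rise, and the log2 ratio was below 0 with an interval that left out 0, for 7 of them. *Cyp28d1* in neuropil ensheathing glia of males (-0.42) had the paper's sign with mean UMIs per nucleus, and with the deepest nuclei and the minimum UMI total, chosen after seeing the values. *Cyp28d1* in pooled glia of males (-0.18) had the paper's sign with mean UMIs per nucleus, centring and 30 components, and with the minimum UMI total, chosen after seeing the values. *Ugt49C1* in perineurial glia of males (-0.31) had the paper's sign with mean UMIs per nucleus and thinning, and with the deepest nuclei and the minimum UMI total, chosen after seeing the values. *Sod3* in ensheathing glia of males (-0.35) had the paper's sign with mean UMIs per nucleus. *Sod3* in perineurial glia of males (-1.49) had the paper's sign under no setting of the log2 ratio. *Sod3* in neuropil ensheathing glia of males (-0.73) had the paper's sign with mean UMIs per nucleus, and with the minimum UMI total, chosen after seeing the values. *Sesn* in perineurial glia of males (-0.50) had the paper's sign with mean UMIs per nucleus, and with the minimum UMI total, chosen after seeing the values.

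A fall is stated, and the log2 ratio was above 0 with an interval that left out 0, for 8 of them. *Ugt35B1* in neuropil ensheathing glia of females (0.24) had the paper's sign with mean UMIs per nucleus and thinning. *Rh2* in photoreceptor-like nuclei of females (0.37) had the paper's sign under no setting of the log2 ratio. *Arr2* in photoreceptor-like nuclei of females (0.45) had the paper's sign under no setting of the log2 ratio. *VGlut* in pooled neurons of females (0.20) had the paper's sign with mean UMIs per nucleus. *Vmat* in pooled neurons of females (0.052) had the paper's sign with mean UMIs per nucleus, centring, equal totals, thinning, 30 components and resolution 2. *Vmat* in pooled other nuclei of males (0.62) had the paper's sign with equal totals, 30 components, resolution 2 and clustering without Table S6 genes. *Gat* in neuropil ensheathing glia of females (0.43) had the paper's sign with mean UMIs per nucleus. *Gat* in reticular glia of females (0.30) had the paper's sign with the deepest nuclei and the minimum UMI total, chosen after seeing the values. The pooled other nuclei of males were mostly different cells before and after exposure, since 1 cluster held 1071 of the 1375 exposed and 43 of the 962 control nuclei.

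With intervals that included 0, the sign was also opposite for 5 of them. *Cyp6w1* in subperineurial glia of males (-1.54) had the paper's sign under no setting of the log2 ratio. *GstD1* in Kenyon cell-like nuclei of females (0.12) had the paper's sign with mean UMIs per nucleus, and with the deepest nuclei, chosen after seeing the values. *Sod3* in fat body cell-like nuclei of males (-0.31) had the paper's sign under no setting of the log2 ratio. *Sesn* in MIP neuron-like nuclei of females (0.11) had the paper's sign with mean UMIs per nucleus, and with the deepest nuclei, chosen after seeing the values. *Sesn* in neuropil ensheathing glia of females (0.12) had the paper's sign with mean UMIs per nucleus, thinning and resolution 2, and with the deepest nuclei and the minimum UMI total, chosen after seeing the values. The paper calls 9 locomotion genes X-linked, and the annotation places *Sh* on chromosome X and the other 8 on autosomes.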

Other observations

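In this part, the tests of neurons and glia, of the scale of Table S6 and of *CG14645* were chosen only after the result was seen. The tests of depth on the directions, of a few abundant genes and of free RNA were set beforehand.

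Most gene-cluster pairs of Table S6 are lower in females and higher in males. Unscaled means decide nothing here, since simulated pairs that did not change were almost all below 0 on them. On CPM, which leaves out a change in UMIs per nucleus shared by all genes, the shares were 59.6% below 0 in females and 63.6% above 0 in males, so depth is a candidate explanation for part of the listed directions. A few genes that take most of the UMIs are argued against as the whole cause, since centring on the median gene brought the female share to 72.4%. A lower RNA content of nuclei after exposure would give the same counts as a lower yield of the library, and neither was tested.

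The listed pairs lie mostly in neurons in females, 1195 of 1717, and in glia in males, 1019 of 1732. Whether depth sets this order was not settled. The change in mean UMIs per nucleus was larger in neurons of females and in glia of males, but across classes the number of listed pairs had a Spearman correlation of 0.0498 with the size of the depth change over 20 classes of females and 0.249 over 17 of males. With the number of nuclei in the class the correlations were 0.783 and 0.697. Classes of the same libraries are not independent replicates. Different responses of neurons and glia by sex stay open as untested.

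Abundant transcripts of a few cell types, such as *Orcokinin*, *Pdf*, *Obp44a* and *TotA*, are listed as changed in many clusters. Free RNA in the droplets is a candidate explanation that was not settled. Of the gene and class log2 ratios in classes that should not express the gene, 128 of 144, 88.9%, had the sign of the whole library. The classes come from the same libraries, so a change of expression in each class would give the same signs, and no level of free RNA was measured. The lowest share was that of *apolpp* in neuronal classes of females, where 5 of 11 had the sign of the whole library and the median was -0.043 against 0.25. A change within the cells that make these transcripts stays open.

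The differences of Table S6 had the sign of differences of mean UMIs per nucleus for 96.5% of the female and 96.6% of the male pairs in a matching class. With each nucleus scaled to its own library's median, where the Spearman correlation with Table S6 was 0.842 in females and 0.875 in males, the shares were 97.6% and 93.4%, and with all nuclei scaled to one total 60.8% and 77.6%. All 37 male fat body differences of Table S6 were whole multiples of 1 over 168, and no number from 20 to 399 that is not a multiple of 168 reached more than 18 of them.

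By the rule for naming genes, those higher in both sexes, with female and male log2 ratios, were *CG9691* 1.28 and 1.23, *CG10621* 1.04 and 1.09, *Cyp4ac3* 0.92 and 1.40, *Hn* 0.98 and 0.72 and *CG13315* 0.83 and 0.70. Lower in both were *CG9377* -2.72 and -3.99, *Orcokinin* -2.08 and -2.45, *SIFa* -2.21 and -1.81 and *Pdf* -1.81 and -3.32, where free RNA was not excluded for the neuropeptide genes. No technical or biological explanation was tested for the 5 that rose.

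*CG14645* had 380 and 1 UMIs in the female control and NaAsO_2_ libraries, a log2 ratio of -8.34 (interval -13.64 to -5.85), and 4978 and 4 in the male ones, -10.33 (interval -12.20 to -8.97). Cells of another type in the control dissections are a candidate source. In males, 1 cluster, with 43 male control nuclei, held 57.7% of the UMIs in the control library, but the same cluster had 1071 nuclei and 0 UMIs of the gene in the male NaAsO_2_ library. It held 1.05% of the UMIs in the female control library. These values do not decide between such cells and a loss of expression after exposure.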
